# An optimized translating ribosome affinity purification protocol for low-abundance *Drosophila* tissues

**DOI:** 10.1016/j.isci.2026.115530

**Published:** 2026-03-30

**Authors:** Leonor Miller-Fleming, Wing Hei Au, Alexander J. Whitworth

**Keywords:** genetics, molecular biology, neuroscience

## Abstract

Localized protein translation enables spatially restricted cellular dynamics, particularly in neurons, where specific mRNAs are translated in axons and dendrites far from the cell body. Translating ribosome affinity purification (TRAP) has been used to study axonal translation in rodents and cell-type-specific translation in *Drosophila*, but existing protocols are not optimized for axons, where material is extremely limited. Here, we present a highly sensitive TRAP protocol for isolating ribosome-bound mRNAs from low-input samples, enabling recovery of axonal mRNAs from *Drosophila* larval and adult (leg) motor neurons. RNA-seq identified axonally translated transcripts, including mRNAs encoding ribosomal and mitochondrial proteins, similar to those reported in axons of other species, indicating conservation of axonal translation in *Drosophila*. This low-input method enables analysis of local translation with *Drosophila* genetics across developmental stages, genetic backgrounds, and disease models, and can be adapted for rare genotypes, other tissues and model systems requiring high sensitivity.

## Highlights

• Highly optimized protocol for TRAP for very limited input quantities
• We highlight a number of caveats with existing transgenic reagents
• Axonal TRAP of motor neurons shows abundant ribosome and mitochondrial proteins

## Introduction

Regulated translation of localized mRNAs enables exquisite spatiotemporal control of gene expression in response to dynamic cellular needs. This is particularly critical in cells with elaborate architectures, such as neurons, where regions of high activity occur at great distances from the nucleus. Methods to interrogate subcellular pools of mRNAs (the transcriptome) and specifically those undergoing active translation (the translatome) have greatly advanced our understanding of the importance of localized translation.^1^ Consequently, local axonal translation has emerged as an important regulatory mechanism for neuronal function and long-term homeostasis.^1^^,^^2^^,^^3^ However, its role in the function and survival of mature neurons and synapses, and how dysregulation of this process could contribute to disease, is still poorly understood.^4^

The translating ribosome affinity purification (TRAP) method enables characterization of the translatome by expressing a tagged ribosomal protein in a specific tissue or cell-type, which becomes incorporated into mature ribosomes.^5^ The tagged ribosome-mRNA complexes are immunopurified and mRNAs are identified by RNA-seq. TRAP has been extensively used in mammalian systems, including the analysis of translatomes in neuronal subcellular compartments *in vivo* (e.g., rodent axons^6^^,^^7^), where ribosome abundance is very low (reviewed in the study by Garat et al.^8^). Although TRAP has been successfully applied to the analysis of *Drosophila* tissues *en masse*,^9^^,^^10^^,^^11^^,^^12^^,^^13^ we found that existing protocols were not sensitive enough for low-input samples, due to high background, poor ribosome binding, RNA degradation, and the requirement for large amounts of starting material to yield sufficient mRNA for sequencing.^9^^,^^10^^,^^12^^,^^13^ To overcome these limitations, we optimized the TRAP method for low-input tissues using a transgenic line expressing Flag-GFP-RpL10, previously used in TRAP experiments.^9^ After testing multiple protocol variations, we found that three factors were critical for successful TRAP: the choice of antibody, the timing of detergent addition to the lysate, and the time frame of the protocol to minimize RNA degradation. Here, we present a protocol optimized for low-abundance samples in *Drosophila,* which can be applied to the analysis of localized subcellular mRNA populations.

## Results

### Translating ribosome affinity purification optimization for limited material

Since robust and selective immunopurification of the tagged ribosome is central to the sensitivity and specificity of TRAP, we first optimized the IP conditions to minimize non-specific ribosome binding to the beads or antibody (see STAR Methods and Table S1 for details).

For initial protocol optimization, we used a UAS-Flag-GFP-RpL10 transgene, previously used for TRAP,^9^ expressed via OK371-GAL4—a widely used enhancer trap line residing in the *VGlut1* gene with robust expression in motor neurons (MNs).^14^ Expression driven by OK371-GAL4 would ensure that immunoprecipitation (IP) from whole-fly samples would yield sufficient material for testing the method while still being restricted to a specific cell type, i.e., a relatively small proportion of the sample. To control for non-specific binding, we used a transgenic line expressing soluble, cytosolic GFP.

Specificity was confirmed by the presence of ribosomal RNA in the TRAP IP samples and absence in the GFP control, visualized by TapeStation electrophoresis of the RNAs eluted from beads (Figure 1A). Importantly, the levels of *18S* and *28S* rRNA extracted from the TRAP samples were comparable (Figure 1A), indicating that the isolated ribosomes were mostly intact.

**Figure 1:**
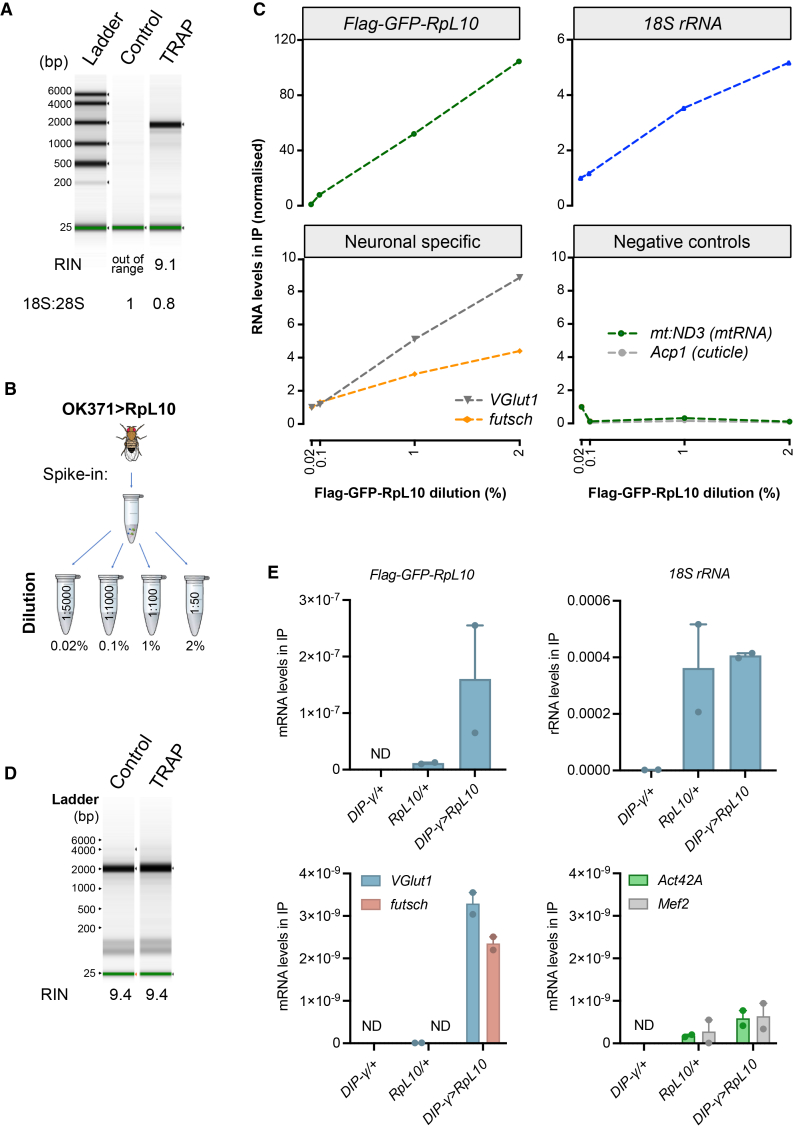
TRAP is a highly sensitive and specific technique to capture MN mRNAs (A) TapeStation electrophoresis of RNAs extracted from IPs carried out in whole flies expressing OK371>Flag-GFP-RpL10 (TRAP) or OK371>GFP (Control). *Drosophila 28S* rRNA is processed into 2 fragments that migrate similarly to the *18S* rRNA. The RIN value indicates the RNA integrity (RIN>8 indicates high-quality RNA). The ratio of *18S:28S* rRNA was calculated by RT-qPCR analysis. (B) Schematic illustrating the serial dilutions used to assess TRAP sensitivity. Lysates from flies expressing OK371>Flag-GFP-RpL10 were diluted with OK371-GAL4/+ lysates to final concentrations of 0.02, 0.1, 1, and 2% equivalent. (C) RT-qPCR analysis of indicated targets (*GFP*, *Vglut1*, *Futsch*, *18S* rRNA, *mt:ND3*, and *Acp1*) following ribosome IP from B shows the levels of RNAs extracted from the IP, normalized to the lowest OK371>Flag-GFP-RpL10 dilution (0.02%). (D) TapeStation electrophoresis of RNAs eluted from IPs from 10 thoraces of flies expressing DIP-γ>Flag-GFP-RpL10 (TRAP) or Flag-GFP-RpL10/+ (Control). (E) RT-qPCR analysis of DIP-γ>Flag-GFP-RpL10, as in D, against respective controls of GAL4 alone (DIP-γ/+) or UAS transgene alone (RpL10/+). Charts show mean ± SEM with biological replicates shown (*n* = 2). ND = not detected.

To evaluate the TRAP sensitivity to low levels of labeled ribosomes and mRNA, we performed a dilution series using lysates from OK371>Flag-GFP-RpL10 flies mixed with lysates from the background genotype (OK371-GAL4/+) not expressing the transgene (Figure 1B). After extracting RNA from the immunopurified ribosomes, we quantified by real-time quantitative PCR (RT-qPCR) the *18S* rRNA, *Flag-GFP-RpL10* transgene (using primers against GFP), two neuronal mRNAs (*VGlut1* and *futsch)* and two non-specific transcripts, a mitochondrial mRNA which is translated by mitochondrial ribosomes (*mt:ND3)* and a cuticle-specific mRNA (*Acp1*) (Figure 1C). Notably, we detected the *Flag-GFP-RpL10* mRNA even in the most diluted TRAP sample (1:5000 or 0.02% equivalent of OK371>Flag-GFP-RpL10 lysate). Furthermore, the *18S* rRNA and neuron-specific transcripts correlated with the amount of diluted OK371>Flag-GFP-RpL10 lysate, while negative control transcripts did not. These results indicate that the TRAP signal is highly specific and sensitive, even when the number of labeled ribosomes is extremely low.

We next sought to further optimize the protocol to extract mRNAs from very limited cell populations. For this, we turned to DIP-γ-GAL4, which expresses in a much more restricted subset of MNs than OK371-GAL4.^15^^,^^16^^,^^17^ We unexpectedly observed substantial leaky expression from the UAS-Flag-GFP-RpL10 transgene in the absence of GAL4 induction (labeled as “control” on Figure 1D and “RpL10/+” in Figure S1A). We tested two other similar transgenes (two insertions of UAS-RpL3-3xFlag) and observed similar leaky expression (Figure S1B). Nonetheless, expression of Flag-GFP-RpL10 under the control of DIP-γ-GAL4 resulted in clear enrichment of the neuronal transcripts *VGlut1* and *futsch* in DIP-γ>Flag-GFP-RpL10 TRAP samples compared to the UAS-Flag-GFP-RpL10/+ controls (Figure 1E). Thus, despite the leaky expression, the UAS-Flag-GFP-RpL10 transgene is suitable for developing the TRAP protocol when using the appropriate non-driven (outcrossed) transgene as a control.

To further validate the TRAP method, we performed TRAP on 5 fly heads from DIP-γ>Flag-GFP-RpL10 or Flag-GFP-RpL10/+ genotypes. Translating mRNAs were then identified and quantified by RNA-seq. 

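TRAP was performed on 3 replicates of DIP-γ>Flag-GFP-RpL10 heads (TRAP) and 3 replicates of Flag-GFP-RpL10/+ heads (control), each from 5 males aged 2 days, and 5 ng of RNA was eluted per sample. In the TRAP samples DIP-γ-GAL4 drives a tagged ribosomal protein in the neurons that express DIP-γ, and ribosomes with the tag are immunopurified together with the mRNAs bound to them. The controls carry the tagged transgene without a driver, so RNA recovered from them comes from leaky expression or from binding that does not depend on the tag. The authors trimmed the reads, aligned them with HISAT2 to BDGP6 and counted them on genes in SeqMonk, and deposited the counts of 16977 genes without normalization. The samples held 37174481, 40839267 and 36127286 counts in controls 1 to 3 (median 37174481) and 35920704, 30048015 and 29512310 counts in TRAP replicates 1 to 3 (median 30048015). A gene at 3 counts, the smallest value taken as detectable, corresponds to at most 0.102 CPM (counts scaled to library size) in these samples, a limit that covers counting error only. All 35 genes of the mitochondrial genome had 0 counts in all 6 head samples, so none of them was tested in heads. For every pair of replicates of the same genotype the chi-square per gene was at least 64.6, so no pair was a copy of the same library. Libraries were scaled with edgeR's TMM factors, which lay between 0.824 and 0.870 in the controls and between 1.06 and 1.35 in the TRAP samples. The 16638 genes with at least 1 count in at least 1 sample were tested with edgeR's quasi-likelihood test, and p-values were adjusted with the Benjamini-Hochberg procedure. The biological coefficient of variation was 0.559 across all genes. All 6 samples carry the same sequencing order in their labels.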

Principal-component analysis and hierarchical clustering of the RNA-seq outputs indicated that replicates were well separated into their respective biological groups (Figures 2A and 2B). 

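On log2 CPM with a prior count of 2, the first principal component held 49.0% of the variance and the second held 24.9%. Scores on the first component were −104, −28.1 and −82.5 for controls 1 to 3 and −6.88, 90.8 and 131 for TRAP replicates 1 to 3. The groups did not overlap on this component, although the gap between control 2 and TRAP replicate 1 was smaller than the spread within either group. Leaving out TRAP replicate 1 moved the share of the first component most, to 61.1%. Pearson's r across genes, which are not independent replicates, was between 0.932 and 0.967 for samples of the same genotype and between 0.924 and 0.944 for samples of different genotypes. Hierarchical clustering of the same values, divided into 2 clusters, placed the 3 controls in one and the 3 TRAP samples in the other, which is 1 of the 10 ways to split 6 samples into groups of 3.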

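In DIP-γ>Flag-GFP-RpL10 heads 1203 of the 16638 genes tested were more abundant than in controls at an adjusted p-value under 0.05, and 1565 were less abundant. At an unadjusted p-value under 0.05 the numbers were 2425 and 2522. In 2717 genes (16.3%) every TRAP sample was above every control sample, and in 3026 (18.2%) every TRAP sample was below, where chance gives 5% in each direction. The largest absolute change in the number of higher genes came with library size as the only scaling, which raised the median log2 fold change of all genes by 0.49 and gave 2909 genes higher and 463 lower. Fitting heads, larvae and legs in one model gave 54 genes higher and 145 lower. Replicates share numbers across the genotypes in the labels. After the group means were removed, samples with the same number had a mean correlation of 0.165 and other pairs of −0.083, and with the replicate number as a block 1406 genes were higher and 1723 lower.
DIP-gamma (FBgn0039617), the gene from which the driver is named, lies on chromosome 3R of BDGP6 from 28925004 to 28970372 and overlaps CG11828. It was at 34.4 ± 21.1 CPM (SD, n = 3) in TRAP and 0.725 ± 0.669 CPM (SD, n = 3) in control samples, a log2 fold change of 5.57 (standard error 0.76, edgeR adjusted p = 0.00142). VGlut (FBgn0031424, the symbol in the files for VGlut1) lies on chromosome 2L from 2391660 to 2410662 and overlaps CG18641. It rose from 69.3 ± 6.66 CPM in controls to 408 ± 254 CPM (SD, n = 3 each) in TRAP samples, a log2 fold change of 2.56 (standard error 0.47, edgeR adjusted p = 0.00529). For futsch (FBgn0259108, chromosome X from 1409069 to 1453686, overlapping Gr2a), the values were 75.5 ± 12.9 CPM in controls and 284 ± 145 CPM (SD, n = 3 each) in TRAP samples, with a log2 fold change of 1.91 (standard error 0.37, edgeR adjusted p = 0.00715). Among genes under the threshold with a mean of at least 10 CPM in the higher group and every TRAP sample on one side of every control, the 5 with the largest increase were CR44832, prim, CG12239, CG14989 and Gad1. Their log2 fold changes lay between 8.57 and 9.41 and their adjusted p-values between 0.000184 and 0.000775 (edgeR). CR44832 and CG12239 are neighbors on chromosome X. Gad1 (FBgn0004516, chromosome 3L from 4074077 to 4088744), which encodes the enzyme that makes GABA, overlaps CG14989 on the other strand, and the paper's text does not name the strand setting of the counting. The 3 largest decreases chosen by the same rule were in CG14456 (log2 fold change −9.08, standard error 0.39, edgeR adjusted p = 1.16e-05), CHKov1 (−3.52) and Cyp4p2 (−3.22), the last of which overlaps hig.

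**Figure D1:**
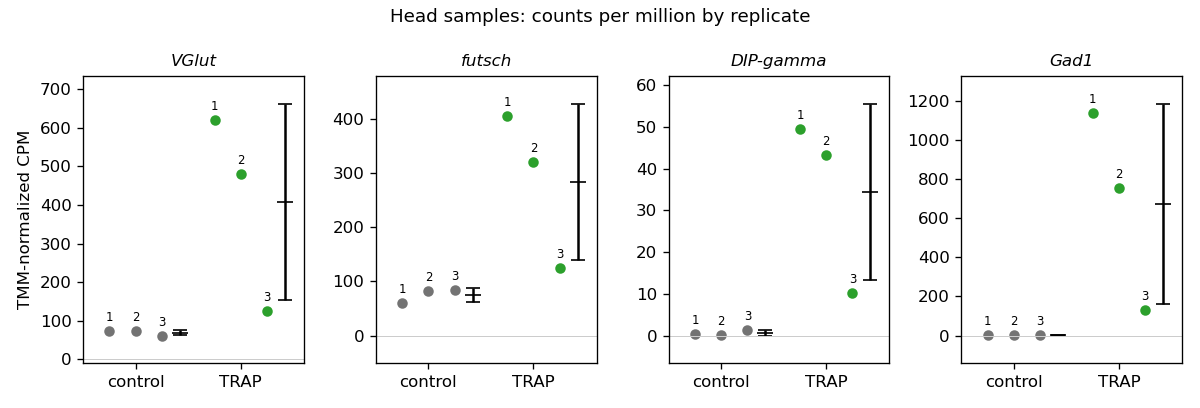
CPM (TMM-scaled) of VGlut, futsch, DIP-gamma and Gad1 in each head sample, with a numbered point per replicate and, to the right of each group, a bar for the mean and SD of 3 samples. In each gene all 3 TRAP samples lie above all 3 controls, and TRAP replicate 3 is the lowest of the TRAP samples.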

The identification of 1974 differentially expressed genes (DEGs) in the DIP-γ>Flag-GFP-RpL10 samples showed a remarkable enrichment of neuronal genes (Table S2). 

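Genes were also compared as lists, written before the data were examined from common knowledge of gene function, since GO annotation was not analysed here. Of 62 neuronal genes, 52 (83.9%) were higher in TRAP heads, against 7.23% of all genes tested (Fisher's exact test, one-sided, p = 8.93e-50). Of 78 genes of synaptic transmission, 63 (80.8%) were higher (Fisher's exact test, one-sided, p = 4.41e-58), and of 78 axon guidance genes, 43 (55.1%) were higher (Fisher's exact test, one-sided, p = 6.61e-29). Adjusted over each list alone, the numbers were 55, 68 and 51. The median log2 fold changes of the lists were 1.95, 1.93 and 1.41. In 54, 62 and 55 of the genes every TRAP sample was above every control. Fisher's exact test treats genes as independent, while genes of one list vary together between replicates. Under limma's camera test (two-sided), which estimates that correlation, the p-values of the neuronal, synaptic transmission and axon guidance lists were 0.144, 0.149 and 0.0798, or 0.516, 0.516 and 0.497 after Benjamini-Hochberg adjustment over 56 tests. In the model of all 3 tissues, 2 genes of each list passed the threshold. Of 36 neuropeptide genes 24 were higher, and of 24 photoreceptor genes 14 were higher, whereas 0 of 37 muscle genes were higher and 17 were lower.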

Gene ontology (GO) analysis showed strong enrichment in neuronal-related terms (Figure 2C), such as synaptic transmission and axon guidance. Thus, these results demonstrate that the optimized TRAP protocol works successfully on a limited amount of material with very restricted expression.

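The TRAP replicates differed in how far neuronal transcripts rose. The 62 genes of the neuronal list together held 3796, 4299 and 4408 CPM in controls 1 to 3, and 15750, 11490 and 5753 CPM in TRAP replicates 1 to 3. The same order held for VGlut, at 619, 480 and 126 CPM in the TRAP replicates against at most 73.4 CPM in a control. When each sample was left out in turn, between 704 and 1713 genes were higher in TRAP, with the largest number in the fit without TRAP replicate 3. In those fits between 40 and 54 of the neuronal genes passed the threshold. From the separation of the groups and the neuronal genes enriched from 5 heads, the paper concludes that the optimized protocol succeeds with little material and a narrow expression pattern.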

**Figure 2:**
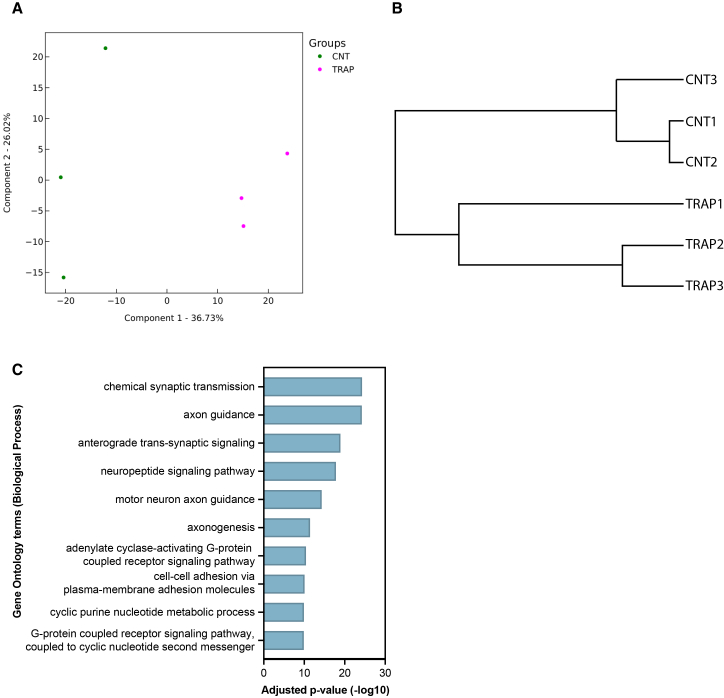
Optimized TRAP enables mRNA profiling from a restricted neuronal population in a small number of adult heads (A) Principal component analysis and (B) hierarchical clustering of TRAP RNA-seq data from 2-day-old adult heads expressing Flag-GFP-RpL10 in DIP-γ neurons (TRAP) and controls Flag-GFP-RpL10/+ (CNT). (C) Gene Ontology (GO) enrichment analysis (biological process terms) of transcripts enriched in DIP-γ-expressing neurons.

### Translating ribosome affinity purification optimization for *Drosophila* axons

Next, we applied this protocol to identify mRNAs undergoing translation in MN axons in both larvae and adults, which, to our knowledge, has not been characterized in *Drosophila*.

The larval neuromuscular system is extremely well studied. Their anatomical arrangement means that MN cell bodies (soma), located in the ventral ganglion, are spatially separated from their distal axons and synapses, allowing their physical isolation by simple dissection (Figures 3A and S2A). Decades of work have yielded robust genetic tools for cell-type-specific expression. After testing several MN GAL4 driver lines, we confirmed that OK371-GAL4 is indeed highly restricted to MNs (Figure 3A). We therefore performed TRAP from larval axonal sections expressing OK371>Flag-GFP-RpL10 to isolate ribosome-bound mRNAs from larval MN axons (Figures S3A–S3C).

**Figure 3:**
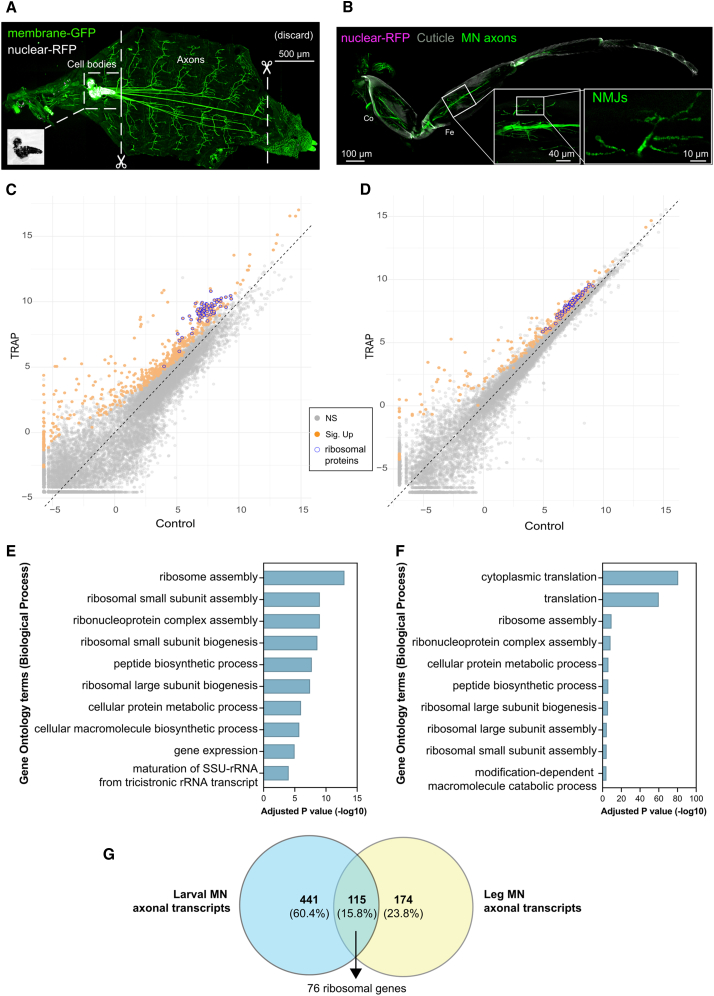
Application of optimized axonal TRAP in larva and adult leg MNs (A) Separating axons from soma in larvae. Confocal microscopy of an L3 larva showing membrane-GFP and nuclear-RFP expression in MNs driven by OK371-GAL4. Dashed lines represent the approximate dissection sites to separate axons from cell bodies. The anterior and posterior ends were discarded. Scale bars, 500 μm. (B) Expression pattern of DIP-γ-GAL4 in the leg labeled by expression of a membrane-GFP and nuclear-RFP. Axons of MNs are present in a large bundle in the coxa (Co), femur (Fe) and tibia. Expression of nuclear-RFP is not observed in the leg as the cell bodies are located in the thoracic ventral nerve cord. (C and D) Scatterplots comparing transcript levels between TRAP versus control genotypes in larval (C) and adult leg samples (D) expressed as log_2_-transformed counts per million mapped reads (log_2_ CPM). (E and F) Gene ontology (GO) enrichment analysis of TRAP-enriched genes from (E) larval and (F) leg samples. Top biological process terms are shown, ranked by adjusted *p* value. (G) Venn diagram showing the overlap between transcripts significantly enriched in TRAP datasets from larval and leg samples (adjusted *p* < 0.05).

Similarly, adult leg MNs have their cell bodies in the thoracic ventral nerve cord and project into the leg to innervate the muscles, providing a simple setup to physically separate axons from cell bodies (Figure S2B). Unfortunately, OK371-GAL4 labeled a few sensory neurons in the leg (Figure S4A) and so was not suitable for leg axon-TRAP. We found that the DIP-γ-GAL4 has an MN axon-specific expression pattern in the leg, by detecting no nuclear-RFP signal and no obvious membrane-GFP labeled cell body-like structures (Figure 3B), consistent with a previous report.^16^ Importantly, expression of Flag-GFP-RpL10 did not affect motor function, as shown by no effects on climbing ability over 20 days (Figure S4B). Thus, to specifically identify MN axonal transcripts in adult legs, we used DIP-γ-GAL4 to drive Flag-GFP-RpL10 expression (Figure S3D) and physically isolate axon-localized ribosomes by simple isolation of legs by snap-freezing 2-day-old adults, vortexing and subsequent separation of legs from bodies by sieving (Figure S2B).

Following axon-TRAP of both larval and adult MNs, eluted RNAs were tested for their integrity by electrophoresis using a TapeStation, and all samples were consistently of high quality (RNA integrity number (RIN) > 8) (Figures S5A and S5B). The samples were then subjected to RNA-seq analysis. 

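For larvae, TRAP was performed on 30 axonal sections per sample, with 3 replicates of OK371>Flag-GFP-RpL10, in which the tag is expressed in glutamatergic neurons, and 3 replicates of Flag-GFP-RpL10/+. For adults, the legs of 250 flies per sample, males and females in equal numbers according to the methods, were used, with 3 replicates of DIP-γ>Flag-GFP-RpL10 and 2 of Flag-GFP-RpL10/+. A further leg control was left out by the authors for high DNA contamination. Sex markers of 2 leg samples depart from the others. The male transcript roX1 was at 2.46 CPM in TRAP replicate 2, against at least 30.4 CPM in the other leg samples, and the female transcript Yp1 was at 15.0 CPM in TRAP replicate 3, against at least 1080 CPM in the others, while roX1 was not raised there (51.2 CPM, against 49.9 CPM in control 1). The immunoprecipitates gave 2.4 ng of larval RNA and 4 ng of leg RNA. Larval controls 1 to 3 held 71688344, 88324615 and 76145053 counts on genes (median 76145053) and larval TRAP replicates 1 to 3 held 51111444, 55654887 and 41211154 (median 51111444). The leg controls held 80854522 and 82987356 counts (median 81920939), and the leg TRAP samples 65975150, 71606391 and 79725793 (median 71606391). At these depths 3 counts correspond to at most 0.0728 CPM in larvae and 0.0455 CPM in legs. The number of genes without a count was 5504, 1191 and 1225 in larval controls 1 to 3 and 782, 6086 and 3163 in larval TRAP replicates 1 to 3. In legs it ranged from 4153 to 5350. Scaling factors spanned 0.515 to 1.34 in larval samples and 0.985 to 1.03 in leg samples. The biological coefficient of variation was 1.07 in larvae and 0.67 in legs. Across genes, which are not independent replicates, r was between 0.824 and 0.953 for larval samples of the same genotype and between 0.816 and 0.930 for those of different genotypes. In legs the ranges were 0.936 to 0.947 and 0.930 to 0.945. In neither tissue did hierarchical clustering into 2 clusters follow the genotypes. On the first principal component, which held 29.1% of the variance in legs, the controls scored −34.8 and −102 and the TRAP samples 62.9, 41.6 and 32.0, without overlap. In larvae it held 56.3%, and the scores of the controls (−156, 33.9 and 59.4) and of the TRAP samples (226, −181 and 18.2) overlapped. Each tissue was sequenced as its own order, so differences between tissues cannot be told apart from differences between orders.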

Gene body coverage was assessed across normalized transcript lengths and demonstrated read distribution without significant 3′ end bias, particularly in the leg samples, indicating preserved RNA integrity and even sequencing across transcript length (Figures S5C and S5D).

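Of 16702 genes tested in larval axons, 39 were more abundant in OK371>Flag-GFP-RpL10 samples at an adjusted p-value under 0.05 and 2 were less abundant. Of 14200 genes tested in legs, 16 were more abundant in DIP-γ>Flag-GFP-RpL10 samples and 17 were less abundant. At an unadjusted p-value under 0.05 there were 690 genes higher and 431 lower in larvae, and 664 higher and 626 lower in legs. Every TRAP sample was above every control in 757 larval genes (4.53%, where chance gives 5%) and in 1682 leg genes (11.8%, where chance gives 10%). The largest absolute change in the number of higher genes came with DESeq2's Wald test in both tissues, with 226 genes in larvae and 357 in legs. In the fit of all 3 tissues 0 leg genes were higher (260 at an unadjusted p-value under 0.05). With a filter that kept genes with at least 1 count in every sample, 0 larval genes were higher (492 at an unadjusted p-value under 0.05). In larvae, samples of the 2 genotypes with the same replicate number had a mean correlation of −0.262 after the group means were removed, against 0.131 for other pairs. With the replicate number as a block, 44 larval genes were higher and 5 were lower. By library number controls 2 and 3 pair with TRAP replicates 2 and 3, as by label, while control 1 and TRAP replicate 1 are unpaired. The mean correlation over these 2 pairs was −0.136. As a block the library numbers gave 122 genes higher and 88 lower. In that fit the genotype effect rests on the 2 pairs, since an unpaired sample adds nothing to it.
The largest larval increase among genes with a mean of at least 10 CPM was in mthl8 (FBgn0052475, chromosome 3L of BDGP6 from 22428 to 26308), at 27.9 ± 17.6 CPM (SD, n = 3) in TRAP samples. No control held more than 3 counts of it, so it was at least 817-fold higher (edgeR adjusted p = 2.15e-05). CG43084, Cpr47Eg, CG13230 (which overlaps CG13229) and Sgs8 followed, with log2 fold changes between 7.51 and 9.87. Without TRAP replicate 2 the log2 fold changes of Cpr47Eg, CG13230 and Sgs8 fell to 5.28, 6.29 and 5.95. Over the fits that left out 1 replicate, their adjusted p-values (edgeR) rose to at most 0.0924, 0.0962 and 0.0618. Those of mthl8 and CG43084 stayed under 0.05. Sgs8, a salivary gland glue gene, was at 2753 ± 3000 CPM (SD, n = 3) in TRAP and 15.1 ± 7.25 CPM (SD, n = 3) in control samples. The 2 larval genes that were lower were Cyp4p2 (log2 fold change −5.52, standard error 0.66, edgeR adjusted p = 0.000378) and phr (−2.75, standard error 0.44, edgeR adjusted p = 0.0041), which overlaps Prosalpha1. In legs the largest increases by the same rule were in Ssk (which overlaps CG42674), CG11893, Cyp6a17, Cyp6a20 and IM23, with log2 fold changes of 3.83, 3.52, 3.42, 2.91 and 2.64 and edgeR adjusted p-values between 0.000517 and 0.00879. CG14456 fell by 13.31 on the log2 scale (standard error 0.52, edgeR adjusted p = 7.61e-06), from 526.7 ± 10.6 CPM (SD, n = 2) in leg controls to at most 9 counts in a TRAP sample. No leg TRAP sample held more than 3 counts of CG14635 or CR43684, so CG14635, which overlaps CG43867, was at least 241-fold lower and CR43684, which overlaps Sytbeta, at least 421-fold lower. These bounds use the mean of leg controls that differ. CG14635 was at 6.07 and 14.0 CPM in them, and CR43684 at 1.26 and 33.8 CPM.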

RNA-seq analysis revealed 556 transcripts in the larval axon-TRAP (Figure 3C; Table S3) and 289 in the leg MN axon-TRAP (Figure 3D; Table S4), significantly enriched relative to their respective Flag-GFP-RpL10/+ controls. 

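Ribosomal protein mRNAs were higher in both axonal tissues by amounts that did not pass the threshold over all genes. In larvae 0 of 92 ribosomal protein genes had an adjusted p-value under 0.05 and 67 had an unadjusted p-value under 0.05, with a smallest adjusted value of 0.0709 (edgeR). In legs it was 0 of 91, 81 at an unadjusted p-value under 0.05, and a smallest adjusted value of 0.0642 (edgeR). Adjusted over the list alone, which was fixed before the data were examined, 67 larval and 81 leg genes were under 0.05. In 68 larval genes (73.9%, where chance gives 5%) and 81 leg genes (89%, where chance gives 10%) every TRAP sample was above every control. The median log2 fold change of the list was 1.62 in larvae (interquartile range 1.34 to 1.93), against 0.25 for all genes, and 0.78 in legs (0.65 to 0.89), against −0.01. Together the genes took 2.2 ± 0.68% of the counts in larval controls and 4.89 ± 0.55% in larval TRAP samples (SD, n = 3 each). In legs they took 1.34 ± 0.21% (SD, n = 2) in controls and 2.25 ± 0.23% (SD, n = 3) in TRAP samples. Limma's camera test (two-sided) gave a p-value of 0.0790 in larvae, with an estimated inter-gene correlation of 0.675, and 0.113 in legs, with a correlation of 0.691. Both were 0.169 after adjustment over 9 set tests. With DESeq2's Wald test 54 larval and 79 leg ribosomal protein genes were under an adjusted 0.05, the latter 22.1% of the leg genes that were higher, whereas 0 of the 16 leg genes were ribosomal under edgeR. With a replicate block 1 larval ribosomal protein gene passed by label number and 30 passed by library number, where the effect rests on 2 pairs. For RpL10 (FBgn0024733) the log2 fold change was 1.27 in larvae (standard error 0.64, edgeR adjusted p = 0.779). In legs it was 0.69 (standard error 0.17, edgeR adjusted p = 0.172). Reads of the tagged transgene may have been counted on RpL10 or on RpL10Ab, and its sequence was not analysed here.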

Among the identified transcripts in both datasets, we observed a striking number of ribosomal protein mRNAs: 81 in larval axons (Figures 3C and 3E; Table S3) and 78 in adult leg MN axons (Figures 3D and 3F; Table S4), accounting for 27% (78/289) of all transcripts in the leg TRAP. Notably, 115 transcripts were shared between the larval and leg TRAP datasets, of which 76 were ribosomal protein mRNAs (Figure 3G). 

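Of 14157 genes tested in both larvae and legs, 28 were higher in larval and 16 in leg TRAP samples, and 1 was higher in both (Fisher's exact test, one-sided, p = 0.0312). That gene was Cyp6a17 (FBgn0015714, chromosome 2R from 14873953 to 14875739), with a larval log2 fold change of 5.65 (standard error 1.07, edgeR adjusted p = 0.0232). At an unadjusted p-value under 0.05, 125 genes were shared between 612 larval and 664 leg genes (odds ratio 6.19, Fisher's exact test, one-sided, p = 3.26e-47). Without ribosomal protein genes 58 were shared between 545 and 583 (odds ratio 2.95, Fisher's exact test, one-sided, p = 3.27e-11). Genes vary together, so these p-values do not count independent observations. With DESeq2's Wald test 60 genes were shared, of which 8 were not ribosomal protein genes.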

Ribosomal protein mRNAs are known to be localized in axons and undergo local translation in different neuron types in other model organisms,^18^^,^^19^^,^^20^^,^^21^^,^^22^ supporting a conserved mechanism of axonal protein synthesis. In addition to ribosomal proteins, the shared transcripts included mitochondrial components, such as *Tom5* and *Tom7*. Interestingly, it also included the transcript encoding translationally controlled tumor protein Tctp, which was previously reported to be locally translated in *Xenopus laevis* axons, playing a role in axonal mitochondrial homeostasis and axon development.^23^^,^^24^ We also found a number of neuronal transcripts of significant interest (Table S3), including *caz* in the larval axon-TRAP, the homologue of FUS, an RNA-binding protein known to be involved in RNA transport and local translation in neurons, and mutated in familial forms of motor neuron disease.^25^^,^^26^

The presence of these well-established axonally translated mRNAs in our dataset supports the validity of our method for capturing axonal translation in *Drosophila*. 

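Tom5 is listed in the files as CG32267 (FBgn0052267, chromosome 3L from 3471555 to 3472113). Its log2 fold change was 1.10 in larvae (standard error 0.57, edgeR adjusted p = 0.793) and 0.53 in legs (standard error 0.16, edgeR adjusted p = 0.276). In legs it was at 31.4 ± 1.7 CPM (SD, n = 2) in controls and 45.3 ± 2.16 CPM (SD, n = 3) in TRAP samples. For Tom7 (FBgn0033357, chromosome 2R from 8951595 to 8952242) the log2 fold changes were 1.36 in larvae (standard error 0.61, edgeR adjusted p = 0.727) and 0.55 in legs (standard error 0.16, edgeR adjusted p = 0.257). For Tctp (FBgn0037874, chromosome 3R from 11210247 to 11211898), from 301.4 ± 22.9 CPM (SD, n = 2) to 445.9 ± 23.4 CPM (SD, n = 3) in legs, the log2 fold change was 0.56 (standard error 0.16, edgeR adjusted p = 0.216). In larvae the Tctp value was 0.39 (standard error 0.61, edgeR adjusted p = 0.919) and was −0.029 with library size as the only scaling. For caz (FBgn0285954, chromosome X from 16288810 to 16293520) the value was 1.00 in larvae (standard error 0.46, edgeR adjusted p = 0.727) and 0.55 in legs (standard error 0.19, edgeR adjusted p = 0.351). Every leg TRAP sample was above both leg controls for all 4 genes, which chance gives in 10% of genes. In larvae every TRAP sample was above every control for caz (15.3, 29.6 and 27.3 CPM against at most 12.9 CPM), which chance gives in 5% of genes, and not for the other 3. With DESeq2's Wald test the leg values of CG32267, Tom7 and Tctp passed an adjusted 0.05, at 0.0156, 0.0029 and 0.000196, and that of caz was 0.0996. By the same test Acp1, which the paper uses as a non-specific transcript, passed in legs at 0.00234, with a log2 fold change of 0.73. In larvae the DESeq2 values of CG32267, Tom7, Tctp and caz lay between 0.199 and 0.721. The paper takes the presence of these transcripts as support for its method of capturing axonal translation, and states that their local translation remains to be tested.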

Nonetheless, further validation is required to confirm their local translation and functional relevance in *Drosophila* MN axons.

## Discussion

The TRAP protocol has emerged as a powerful approach to selectively identify cell-type-specific translating mRNAs, preserving the physiological context, without the need for gross tissue dissociation. This is particularly important for neurons, where subcellular compartmentalization of translation plays a critical role in neuronal development, plasticity, and function.^1^^,^^2^^,^^3^ Notably, TRAP has been successfully employed to study axonal translation *in vivo* in rodents,^6^^,^^7^ providing important insights into local protein synthesis. The quantity of ribosomes in axons is very low,^8^ requiring TRAP to be highly sensitive. The ability to apply TRAP to *Drosophila* would allow the exploitation of several advantages of this model—its powerful genetic toolkit, short generation time and suitability for large-scale screening—allowing the study of axonal translation in a larger scale and to address fundamental and disease-relevant questions that are more challenging in vertebrate models. Here, we present a highly sensitive TRAP protocol optimized for the identification of actively translating mRNAs of low-abundant *Drosophila* tissues, including mRNAs from larval and adult leg MNs axons.

To effectively use the TRAP protocol for low-abundance samples, where labeled ribosomes are scarce, we increased the sensitivity and specificity of the TRAP protocol. A major challenge of TRAP, as with any RNA IP protocol, is avoiding non-specific ribosome or mRNA binding to the beads and/or antibodies. For TRAP, an additional critical consideration that can make specificity harder to achieve is ensuring that the immunopurified ribosomes remain intact and associated to the mRNAs being translated. We found that the choice of antibody-bead combination, as well as the timing of detergent addition to the samples, was crucial for reducing non-specific binding (Table S1). By increasing the IP specificity, we were able to improve its sensitivity and reduce the required input material. Minimizing incubation times was also an important step to ensure ribosome and RNA integrity, further contributing to the increased TRAP sensitivity (Table S1).

Importantly, we found leaky expression of the UAS-Flag-GFP-RpL10 and UAS-RpL3-3xFlag transgenes in the absence of GAL4, which is a known phenomenon for certain UAS transgenes. Although this initially raised concerns about specificity, we were able to mitigate background signal by using the appropriate non-driven (outcrossed) transgene. This allowed us to reliably detect neuronal-enriched transcripts, even with restricted GAL4 drivers. These findings highlight the importance of including appropriate genetic controls when using UAS-based TRAP lines, particularly in low-expression contexts. This finding also highlights careful interpretation of published TRAP datasets using similar transgenes, as background expression can compromise cell-type specificity.

We also show the successful use of TRAP in identifying ribosome-bound mRNAs from both *Drosophila* larval and adult MN axons for the first time. 

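In heads 1 of 92 ribosomal protein genes was higher and 1 was lower at an adjusted p-value under 0.05, and 0 were higher after adjustment over the list alone, where the smallest value was 0.0852 (1 gene higher and 4 lower at an unadjusted p-value under 0.05). The gene that was higher was RpL10Ab (FBgn0036213, chromosome 3L from 11822851 to 11824211, overlapping CG32095), at 779 ± 163 CPM in controls and 2855 ± 1620 CPM in TRAP heads (SD, n = 3 each), with a log2 fold change of 1.87 (standard error 0.44, edgeR adjusted p = 0.0172). Reads of RpL10Ab may include those of the tagged transgene, whose sequence was not analysed here. The median log2 fold change of the list in heads was −0.06, and 33 of the 92 genes were above 0, while the median of all genes was 0.32. With library size as the only scaling the median of the list was 0.41, with 90 of 92 genes above 0, and that of all genes 0.81, so the sign in heads depends on the scaling while the list stays below the median of all genes. The share of all counts on the list rose from 2.26 ± 0.19% to 3.21 ± 0.16% (SD, n = 3 each). The camera test of limma (two-sided) on the TMM-scaled values gave a difference from other genes of −0.32 with a p-value of 0.705, and over the alternatives the difference lay between −0.44 and −0.090. In models of heads together with one axonal tissue, the effect on the list exceeded that in heads by 1.87 (log2) in larvae, with a camera p-value of 0.0465, and by 1.10 in legs, with a camera p-value of 0.0966. Over the 9 set tests both adjusted values were 0.169. In 8 of the 12 fits that left out 1 larval or head sample, the larval p-value rose above 0.05, to at most 0.0974. Driver, stage and sequencing order all differ between these larval and head samples.

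**Figure D2:**
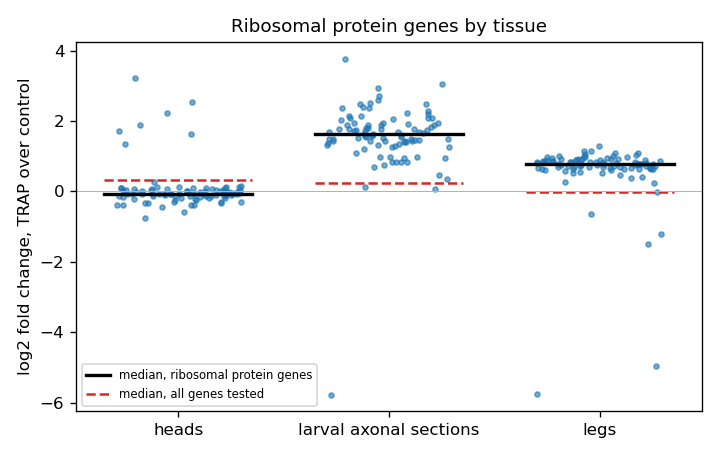
Log2 fold change of TRAP over control (TMM-scaled) for each ribosomal protein gene in heads (92 genes), larval axons (92 genes) and legs (91 genes), with a point per gene, a solid line at the median of the list and a dashed line at the median of all genes tested. The medians are −0.06, 1.62 and 0.78, and with library size as the only scaling the head median lies above 0, at 0.41, and still below the median of all genes, at 0.81.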

We found ribosomal protein mRNAs were enriched in both larval and adult MN axonal datasets, whereas there was no enrichment in the whole-head dataset, consistent with previous reports in mammalian systems.^18^^,^^19^^,^^20^^,^^21^^,^^22^ The translation of ribosomal proteins in axons has been suggested to be required for supplying additional ribosomal proteins to maintain and/or modify local ribosomal function far from the nucleolus, which is where ribosomes are assembled.^19^^,^^27^ The presence of mitochondrial components and axonally translated transcripts such as *Tctp* and *caz*, the homologue of the human ALS-associated gene *FUS*, further supports the specificity and functional relevance of the captured transcripts and suggests conservation of local translation across species. 

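Across the genes tested in both axonal tissues, which are not independent replicates, Spearman's rho between the larval and leg log2 fold changes was 0.0769, and 0.0703 without ribosomal protein genes. Between heads and larvae it was 0.278 over 16510 genes, and between heads and legs, which share a driver, 0.0395 over 14132 genes. Among genes lower in TRAP samples, Cyp4p2 alone passed the threshold in both axonal tissues, of 2 in larvae and 17 in legs (Fisher's exact test, one-sided, p = 0.0024). The larval samples come from OK371-GAL4 and the leg samples from DIP-γ-GAL4, so stage, driver and sequencing order cannot be told apart.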

Interestingly, the populations of ribosome-associated mRNAs from larval and adult MNs showed little overlap indicating that different cell-biological processes predominate between these stages. Another important consideration in the context of the TRAP methodology would be to discriminate between actively translating ribosomes and ribosome-associated or stalled complexes by performing ribosome run-off using compounds such as harringtonine.^6^

In summary, our optimized TRAP protocol enables sensitive and specific profiling of ribosome-bound mRNAs from rare cell types, anatomically restricted neuronal populations, and genetically challenging *Drosophila* backgrounds. This protocol will allow the study of local translation in combination with powerful *Drosophila* genetic tools, enabling detailed investigation of axonal translation across developmental stages, genetic conditions, and disease models.

### Limitations of the study

Our protocol achieves higher sensitivity than other published *Drosophila* protocols, allowing us to investigate the translatome of low-input samples and axons, however, there are still some limitations. Although using the non-driven UAS-Flag-TEV-GFP-RpL10 transgene as a control seemed to solve the leaky expression problem (shown by a highly enriched neuronal dataset in the head TRAP), we cannot exclude that some low-abundant transcripts were not detected due to antibody binding competition with other abundant mRNAs that came from the leaky expression.

Despite the increased sensitivity compared with other protocols, it is not sensitive enough to be used for individual cells. However, although single-cell RNA-seq is revolutionizing cell-type-specific transcriptomics and Ribo-seq is being developed to assess translation at the level of individual cells,^28^ these techniques remain technically limited in spatial resolution.

Although we present high-confidence axonal translatomes for larval and adult leg MN axons, further validation will be necessary. This includes independent validation of the axonal localization of transcripts of interest using complementary approaches such as single-molecule fluorescence *in situ* hybridization (smFISH) as well as other strategies to confirm their active translation state and define their functional roles. Nevertheless, the identification of axonal ribosome-associated transcripts in both developmental stages opens up new avenues for investigating how local translation contributes to MN function, maintenance, and how dysregulation of their translation can contribute for neurodegeneration.

## Resource availability

### Lead contact

Dr. Alexander J. Whitworth ().

### Materials availability

This study did not generate new or unique reagents.

### Data and code availability

• RNA-seq datasets have been deposited at GEO (GEO: GSE313171).
• This paper does not report original code and data analysis methods are described in the STAR Methods.
• Any additional information required to re-analyse the data reported in this study is available from the lead contact upon request.

## Acknowledgments

This work was supported by European Research Council Starting grant (309742), 10.13039/501100000265Medical Research Council core funding (MC_UU_0028/6), Medical Research Council project grants (MR/V003933/1), and 10.13039/501100000406Motor Neurone Disease Association grant (Whitworth/Apr17/857-79). We thank Madeleine Twyning, Alvaro Sanchez-Martinez, Victoria Hewitt, and Pedro Rebelo-Guiomar (MRC-MBU, University of Cambridge) for help with dissections and Simon Andrews (Babraham Institute) for guidance in RNA-seq analysis. We thank Robert Carrillo and Lawrence Zipursky for kindly providing fly stocks. Schematic drawings in the Graphical Abstract and Figures were created in BioRender.

## Author contributions

Conceptualization, methodology, formal analysis, investigation, writing – original draft, writing – review and editing, visualization, supervision, funding acquisition, L.M.-F.; conceptualization, methodology, investigation, writing – review and editing, W.H.A.; conceptualization, validation, formal analysis, writing – original draft, writing – review and editing, supervision, project administration, funding acquisition, A.J.W.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Monoclonal mouse anti-FLAG M2 antibody	Sigma-Aldrich	Cat# F1804; RRID: AB_262044
Secondary antibody HRP-conjugated goat anti-mouse IgG H&L	Abcam	Cat# ab6789; RRID: AB_95543

**Chemicals, peptides, and recombinant proteins**		

Cycloheximide	Sigma-Aldrich	Cat# C7698
DNase I, RNase-free	Thermofisher scientific	Cat# AM2222
Dynabeads™ Protein G for immunoprecipitation-1 mL	Thermofisher scientific	Cat# 10003D
HEPES buffer, 1M Solution, pH 7.3	Fisher BioReagents	Cat# BP299-100
KCl (2 M), RNase-free	Invitrogen	Cat# AM9640G
MgCl_2_ (1 M), RNase free	Invitrogen	Cat# AM9530G
Nonidet P-40 substitute (NP-40)	VWR	Cat# E109
Nuclease-free water (not DEPC-Treated)	Invitrogen	Cat# 10526945
Phosphate-Buffered Saline (PBS) (10X) pH 7.4, RNase-free	Thermo Fisher Scientific	Cat# AM9624
RNaseOUT	Invitrogen	Cat# 10777019
TRI reagent	Sigma-Aldrich	Cat# T3934
Tween 20, molecular biology grade	Merck	Cat# 655204

**Critical commercial assays**		

High Sensitivity RNA ScreenTape	Agilent	Cat# 5067-5579
High Sensitivity RNA ScreenTape Sample Buffer	Agilent	Cat# 5067-5580
High Sensitivity RNA ScreenTape Ladder	Agilent	Cat# 5067-5581
TapeStation loading tips	Agilent	Cat# 5067-5599
Maxima H Minus cDNA Synthesis Kit with dsDNase	Thermo Fisher Scientific	Cat# M1681
PowerUp™ SYBR™ Green Master Mix for qPCR	Thermo Fisher Scientific	Cat# A25741

**Deposited data**		

RNA-seq datasets	GEO (Gene Expression Ominbus)	GSE313171

**Experimental models: Organisms/strains**		

*D. melanogaster*: DIP-γ-GAL4 (MI03222-GAL4)	Bloomington *Drosophila* Stock Center	RRID: BDSC_90315
*D. melanogaster*: UAS-Flag-TEV-GFP-RpL10	Lawrence Zipursky lab	RRID: FlyBase_FBal0319196
*D. melanogaster*: OK371-GAL4	Bloomington *Drosophila* Stock Center	RRID: BDSC_26160
*D. melanogaster*: UAS-mCD8-GFP	Bloomington *Drosophila* Stock Center	RRID: BDSC_5137
*D. melanogaster*: UAS-NLS-RFP	Bloomington *Drosophila* Stock Center	RRID: BDSC_8547
*D. melanogaster*: UAS-GFP	Bloomington *Drosophila* Stock Center	RRID: BDSC_1522
*D. melanogaster*: DIP-γ-GAL4 (MI03222-GAL4)	Bloomington *Drosophila* Stock Center	RRID: BDSC_90315
*D. melanogaster*: UAS-Flag-TEV-GFP-RpL10	Lawrence Zipursky lab	RRID: FlyBase_FBal0319196
*D. melanogaster*: OK371-GAL4	Bloomington *Drosophila* Stock Center	RRID: BDSC_26160
*D. melanogaster*: UAS-mCD8-GFP	Bloomington *Drosophila* Stock Center	RRID: BDSC_5137
*D. melanogaster*: UAS-NLS-RFP	Bloomington *Drosophila* Stock Center	RRID: BDSC_8547
*D. melanogaster*: UAS-GFP	Bloomington *Drosophila* Stock Center	RRID: BDSC_1522

**Oligonucleotides**		

See Table S1 for primers used in this study.	This study	

**Software and algorithms**		

SAMtools	Li et al.^29^	http://samtools.sourceforge.net/
GraphPad Prism	GraphPad Prism	https://www.graphpad.com/
BioRender	BioRender	https://www.biorender.com/
Trim Galore	Babraham boinformatics group	https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/
FASTQC	Babraham boinformatics group	www.bioinformatics.babraham.ac.uk/projects/fastqc/
HISAT2	Kim et al.^30^	https://daehwankimlab.github.io/hisat2/
DESeq2	Love et al.^31^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
MultiQC	Ewels et al.^32^	https://github.com/MultiQC/MultiQC
R Studio	Posit team	https://posit.co/download/rstudio-desktop/
Seqmonk	Babraham boinformatics group	https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/
RSeQC	Wang et al.^33^	https://rseqc.sourceforge.net/

**Other**		

RNase-free disposable pellet pestles	Fisher Scientific	Cat# 13236679
Magnetic Separation Rack	New England Biolabs	Cat# S1509S
Minilys personal homogeniser	Bertin Technologies	Cat# P000673-MLYS0-A
Vannas spring scissors	Fine Science Tools	Cat# 15000-00
Razor blades	Fisher Scientific	Cat# Azpack™ 11904325
Dumont #5 - Fine Forceps	Fine Bioscience tools	Cat# 11254-20

### Experimental model and study participant details

*Drosophila melanogaster* flies were maintained under standard conditions at 25 °C with 65 % relative humidity in a temperature-controlled incubator on a 12 h:12 h light:dark cycle. Flies were reared on standard cornmeal-based food containing malt extract, molasses, cornmeal, yeast, agar, soya powder, water, propionic acid, and nipagin. The sex and age of animals used is detailed in individual method sections. DIP-γ-GAL4 (MI03222-GAL4; BDSC:90315)^15^^,^^16^^,^^17^ and UAS-Flag-TEV-GFP-RpL10^9^ were kindly provided by Robert Carrillo and Lawrence Zipursky, respectively. OK371-GAL4 (BDSC:26160), UAS-mCD8-GFP (BDSC:5137), UAS-NLS-RFP (BDSC:8547) and UAS-GFP (BDSC:1522) lines were obtained from the Bloomington *Drosophila* Stock Center. No ethical approval was needed for this study. Governance of the use of genetically modified organisms is reviewed by local committee and approved under document RA-GMO-Whitworth-2015-1.

### Method details

#### Climbing assay

The repetitive iteration startle-induced negative geotaxis (RISING or “climbing”) assay was performed using a counter-current apparatus as previously described.^34^ Briefly, groups of approximately 20 male flies were taken into a temperature-controlled room and allowed to acclimatise for 30 minutes and then transferred to the assay tubes for another 30 minutes. Flies were placed into the first chamber of the apparatus, tapped to the bottom, and given 10 seconds to climb a distance of 10 cm. Flies that climbed above 10 cm were moved into the next tube. This procedure was repeated five times, and the number of flies that remained in each chamber was counted. An average score was calculated and expressed as a climbing index. For climbing assays of the aged flies, the flies were transferred to fresh tubes containing food every 2–3 days.

#### Immunoblotting

The abdomen of two (2 day-old) male flies per sample was excised and discarded and the remaining tissues (thoraces, heads and legs) were lysed in RIPA lysis buffer (50 mM pH 7.4 Tris, 1 M NaCl, 0.1 % SDS, 0.5 % sodium deoxycholate, 1 % NP-40; cOmplete mini EDTA-free protease inhibitors (Roche; 4693159001)) and diluted with Laemmli Sample Buffer (Bio-Rad; 1610747). Lysates were incubated at 95 °C for 10 minutes and then centrifuged at 10,000 rpm for 5 minutes to remove debris. Lysates were equally loaded and separated by SDS-PAGE in 4–20 % Mini-PROTEAN® TGX™ Precast Protein Gels (Bio-Rad; 4561096) and transferred onto a nitrocellulose membrane (Bio-Rad; 1704158) via Trans-Blot Turbo Transfer System (Bio-Rad). Membranes were blocked for 1 hour at room temperature with 5 % (wt/vol) dried skimmed milk powder (Marvel Instant Milk) in TBS containing 0.1 % Tween-20 (TBS-T) and incubated overnight at 4 °C with an α-GFP (1:1000; Abcam; ab1218) or an α-Flag antibody (1:1000; Sigma-Aldrich; F1804). Incubation with the secondary antibody HRP-conjugated goat anti-mouse IgG H&L (1:5000; Abcam; ab6789) diluted in 5 % milk in TBS-T was for 1 hour at room temperature.

#### Microscopy

L3 wandering larvae were selected and dissected as fillets on Sylgard™ plates as previously described.^35^^,^^36^ Samples were fixed in 4 % paraformaldehyde in PBS for 20 min and washed three times with PBS. Legs were carefully cut using fine scissors and mounted immediately in VectaShield antifade mounting medium. Images were acquired using a Zeiss LSM880 confocal microscope (Carl Zeiss MicroImaging). Whole legs and larvae were imaged using a Plan-Apochromat 20×/0.8 NA air objective in tile scan mode. Neuromuscular junctions were also imaged using the same 20× objective. Cell bodies were imaged using a Plan-Apochromat 63×/1.40 NA oil-immersion objective, while axons were imaged using an EC Plan-Neofluar 40×/1.30 NA oil-immersion objective (DIC M27). Image analysis was performed using FIJI.

#### Translating Ribosome Affinity Purification (TRAP)

##### Fly rearing and tissue harvesting

For TRAP experiments, virgin females (2–5 days old) carrying UAS-Flag-GFP-RpL10 were crossed either to DIP-γ-GAL4 males for adult TRAP or OK371-GAL4 males for larval TRAP. Control samples were generated by crossing UAS-Flag-GFP-RpL10 females to w^1118^ males and selecting UAS-Flag-GFP-RpL10/+ males and females for analysis. For initial tests, GFP-only controls were used by crossing UAS-GFP virgin females to either DIP-γ-GAL4 or OK371-GAL4 males. Crosses were set up at consistent ratios of 7 females to 3 males in vials, and 10 females to 4 males in bottles. Crosses were flipped every two days to maintain healthy progeny.

For adult TRAP, DIP-γ-GAL4/UAS-Flag-GFP-RpL10 and UAS-Flag-GFP-RpL10/+ flies were collected shortly after eclosion and aged for 2 days at 25 °C. For head TRAP, five males per biological replicate were briefly anesthetised with CO_2_, flash-frozen in liquid nitrogen, and stored at −70 °C. For leg axon-TRAP, 250 flies (male and female, 1:1 ratio) were collected per biological replicate, in small batches under CO_2_ (to avoid overexposure). Heads were quickly removed with a razor blade, and the remaining bodies were then flash-frozen and stored at −70 °C.

Note: We recommend collecting flies of the exact same age and not older than 2 days, as we observed that RNA levels decline drastically after the first few days of adulthood, as previously reported.^37^

For larval axon-TRAP, 30 wandering third instar (L3) larvae were selected for each biological replicate with the genotypes: OK371>UAS-Flag-GFP-RpL10 and UAS-Flag-GFP-RpL10/+. Larvae were rapidly dissected as fillets on Sylgard™ plates in Schneider’s medium as previously described.^35^^,^^36^ Salivary glands and all other internal organs were carefully removed with forceps, preserving the VNC and its associated axons. An axonal section was then isolated by using spring scissors to cut out and discard both the anterior (including the VNC) and posterior ends (just before the spiracles). A view of the fillet is shown in Figures 3A and S2A, with the cut lines indicated by dotted lines. Axonal sections were immediately transferred into DNA LoBind Tubes (Eppendorf; 0030108051), kept on dry ice (to collect up to 10 sections per tube) and later stored at −70 °C.

Three biological replicates were performed per condition for all TRAP experiments unless otherwise stated.

Note: Larval dissections should be practised beforehand to prevent damage to the CNS.

Dissection pins may be left with sections in the tubes, as they do not interfere with lysis.

##### Preparation of buffers

Buffers were prepared the day before the TRAP experiment, except for the addition of cycloheximide (CHX), protease and RNase inhibitors and DTT, which were added fresh on the day of the experiment just before starting the lysis. Polysome lysis buffer (PLB) was made up of 20 mM HEPES pH 7.3, 150 mM KCl, 5 mM MgCl_2_, 1 mM DTT, RNaseOUT 400 U/mL, 100 μg/mL cycloheximide (CHX), protease inhibitors) and wash buffer 20 mM HEPES pH 7.3, 350 mM KCl, 5 mM MgCl_2_, 1 % (v/v) NP-40, 1 mM DTT, 100 μg/mL CHX. Buffers were stored at 4°C or on ice during the experiment.

Note: We recommend to clean pipettes and surfaces with RNaseZAP (Sigma-Aldrich; R2020) and to use disposable spatulas (Merck; Z561762) to weigh chemical compounds to prevent RNase contamination. Although adding a detergent to the lysis buffer is optimal for lysis efficiency, we do not recommend including it, particularly for larval tissues, as it substantially increases the non-specific binding of RNAs to the beads. The best outcome is when NP-40 is added only after lysis as described below.

##### Pre-clearing beads and bead-antibody conjugation

Conjugation of beads with antibody was performed the day before the TRAP experiment. For this, 15 μL of Dynabeads per sample were collected and resuspended in 500 μL of PBS containing 0.02 % Tween-20 (PBS-T). To wash the beads, the tube containing the beads was placed on a magnetic rack, the beads were allowed to attach to the side of the wall containing the magnet, the supernatant was removed and quickly resuspended in 500 μL of PBS-T to prevent beads from drying. This step was repeated twice. Finally, the beads were resuspended in 500 μL of PBS-T containing 1.5 μL (1.5 μg) of anti-Flag antibody per sample and the mixture was incubated overnight at 4 °C. The following day, conjugated beads were washed three times with polysome buffer (without RNase/protease inhibitors, cycloheximide, and DTT, but with 0.5 % NP-40), aliquoted into the required number of 1.5 mL DNA LoBind tubes and stored in the same buffer until use.

Beads for pre-clearing (20 μL of Dynabeads per sample) were also equilibrated the day before the experiment. They were washed three times with polysome buffer (without RNase/protease inhibitors, cycloheximide, and DTT, but with 0.5 % NP-40), as described above, also aliquoted into the required number of 1.5 mL DNA LoBind tubes and stored in the same buffer until use.

Note: The type of beads and antibody are crucial for the IP success, not only in terms of specificity but also sensitivity. We also tested the ChromoTek GFP-Trap Magnetic Agarose beads and although they were very efficient for ribosomal pull down, we lost the specificity of the IP (verified by RT-qPCR). We tested other antibodies, including two anti-GFP: Abcam ab290 and DSHB NeuroMab 86/8, which substantially increased the RNA background in the control samples.

The buffer used to wash and equilibrate the beads requires detergent, as the beads do not attach well to the side of the tube and are lost easily if no detergent is used.

##### Tissue lysis

Tissue lysis was carried out on the day of the experiment in a cold room to prevent RNA degradation. The lysis procedure was initiated only after all buffers were prepared and ice-cold, all tubes were labelled, all materials (including pipette tips, tubes, microcentrifuge) were cooled to 4 °C, Dynabeads were conjugated with antibody, and pre-cleared Dynabeads equilibrated.

For collection of heads, frozen flies were separated using a series of 5 cm diameter stainless steel sieves (400 and 710 μm pore sizes) and a stainless-steel collection bowl kept on dry ice. Heads were collected from the 400 μm mesh top sieve and immediately transferred to 2 mL screw-cap tubes (Precellys; P000945-LysKO-A.O) using a dry-ice-cooled funnel.

For collection of legs, frozen animals (without heads) were separated using the same setup as for heads, collecting the legs from an aluminium dish placed at the bottom of the sieves directly into the 2 mL screw-cap tubes using a dry-ice-cooled funnel.

Note: All material that comes into contact with the frozen animals has to be kept dry-ice cold. Animals must remain frozen at all times to maintain RNA integrity.

For head and leg tissue lysis, 2 mm zirconium oxide beads (Next Advance; ZROB20-RNA) were aliquoted into tubes (corresponding to a volume of approximately 150 μL) and cooled on ice. Beads were then transferred to the 2 mL screw-cap tubes containing the frozen tissues. Next, 1 mL of ice-cold PLB was added, and tissues were homogenised using a Minilys personal homogeniser (Bertin Technologies) at 5,000 rpm for 10 seconds, twice, with a 5-minute interval on ice between runs.

Note: It is important to note that the order in which legs, beads and buffer are added to the 2 mL screw-cap tubes should not be changed. Since the lysis buffer lacks detergent, adding the legs after the buffer can result in extremely poor lysis, as the legs tend to stick to the tube walls.

For larval tissue lysis, ice-cold PLB was added at a ratio of 15 μL per axonal section. Tissues were lysed rapidly using an RNase-free pestle with approximately 15 strokes. After lysis, samples were briefly centrifuged in a mini centrifuge to collect all lysate at the bottom of the tube. Lysates corresponding to 30 sections were pooled, and 150 μL of additional PLB was added to the combined samples. Next, lysates were centrifuged at 2,000 x g at 4 °C for 2 minutes. Pellets containing debris were discarded, and the supernatants were carefully transferred to new 1.5 mL DNA LoBind tubes containing 10 % NP-40 to achieve a final concentration of 0.5 %. Samples were gently mixed by inverting the tubes and then incubated on ice for 5 minutes. They were then centrifuged at 20,000 x g for 12 minutes at 4 °C and the supernatants were transferred to new tubes.

##### Pre-clear

Equilibrated pre-clearing beads, previously stored in PLB, were placed in a magnetic rack, the buffer was removed, and immediately replaced with the prepared lysates. Samples were left on a rotator with gentle rotation for 30 minutes at 4 °C.

##### Immunoprecipitation

Antibody-conjugated beads were washed three times with PLB containing 0.5 % NP-40, without RNase and protease inhibitors, CHX, and DTT, using a magnetic rack. The washed beads were then aliquoted into new 1.5 mL DNA LoBind tubes, and the PLB was replaced with the pre-cleared lysate using a magnetic rack. Samples were incubated on a rotator for 2.5 hours at 4 °C. Following incubation, samples were briefly centrifuged in a mini centrifuge and placed on a magnetic rack. The supernatant (unbound fraction) was carefully collected from each sample and immediately replaced with 500 μL of wash buffer, one at a time, to prevent the beads from drying. The unbound lysate was stored at −70 °C for later analysis. Beads were then washed five times with wash buffer. After the final wash, the beads were resuspended in 100 μL of wash buffer containing 5 U of DNase I and incubated at 37 °C for 2 minutes. The samples were subsequently washed once more by adding 900 μL of wash buffer, placing them on the magnetic rack, removing the buffer and resuspending beads in 100 μL of wash buffer. Next, the resuspended beads were transferred into a new tube containing 300 μL of TRIzol LS. Samples were then stored at −70°C.

Note: Pre-clearing and IP times were optimised to have the maximum of ribosomal IP, the minimum RNA background binding, and to maintain RNA integrity. Working in a cold environment was also important for RNA integrity. Keeping the beads wet at all times is crucial for the IP success.

##### RNA extraction and RNA-Seq

RNA was extracted from IPs using Direct-zol RNA microprep kit (Zymo Research; R2060) following the manufacturer’s instructions. Elution was done using 10 μl of nuclease-free water. RNA integrity and concentration were assessed using 1 μL of the eluate on a TapeStation 2200 (High Sensitivity RNA ScreenTape reagents; Agilent), with all samples exhibiting a minimum RNA integrity number (RIN) of 8. From head IPs, 5 ng of RNA was eluted per sample, from larval axonal section IPs, 2.4 ng was extracted, and from leg IPs, 4 ng was obtained.

RNA was sequenced by an external provider, using the Smart-Seq HT KIT (Takara) to synthesise and amplify the cDNA. Libraries were sequenced on an Illumina platform (2 × 150 bp paired-end reads), generating approximately 20 million raw paired-end reads per sample.

##### RNA-Seq analysis

Trim Galore was used for adapter removal and quality trimming.^38^ FASTQC was used for data quality control assessment.^39^ Trimmed reads were aligned to the *Drosophila melanogaster* genome (BDGP6, Ensembl v95) using HISAT2 v2.2.1^30^ with splice sites extracted from the GTF annotation. Alignments were converted to BAM, sorted and indexed using SAMtools v1.12.^29^ RNA-seq quality control was performed with RSeqC^33^ and Seqmonk.^40^ Mapped reads were visualised and quantified using Seqmonk. Genes with no counts (defined as fewer than 1 count in at least one sample) were removed.

MultiQC was used to group results from the various bioinformatic analyses.^32^ Gene ontology was analysed using the web-based tool FlyEnrichr^41^ using the transcripts that were statistically significantly more abundant in the TRAP samples compared to control (FDR<0.05). Scatter plots were created with R studio using the packages ggplot2 and ggrepel.

One replicate of the control UAS-Flag-GFP-RpL10/+ leg axon-TRAP was excluded from analyses due to high DNA contamination.

#### Quantitative real-time PCR (RT-qPCR)

mRNA was reverse transcribed with the Maxima H Minus cDNA Synthesis Kit with dsDNase (Thermo Fisher Scientific; M1681) following the manufacturer’s instructions. RT-qPCR was performed using PowerUp™ SYBR™ Green Master Mix for qPCR (Thermo Fisher Scientific; A25741) following manufacturer’s instructions, in a QuantStudio™ 3 Real-Time PCR System (Applied Biosystems). The primers used are described Table S5. To distinguish endogenous RpL10 from the transgene, we used primers that amplify GFP.

### Quantification and statistical analysis

Climbing data were analysed using the Kruskal–Wallis non-parametric test with Dunn’s correction for multiple comparisons using GraphPad Prism 9 (SCR_002798). RNAseq gene expression analysis was performed using the Seqmonk built-in statistical tool DESeq2.^31^ RT-qPCR relative quantification was performed using the comparative CT method, taking into account the PCR primer efficiency. Primer efficiency (e) was calculated using a standard curve with 5 cDNA serial dilutions. CTs were transformed into quantity, using the equation e^-CT^.^42^ Plots were generated in GraphPad Prism 9 (SCR_002798).

## References

[1] Rangaraju V., Tom Dieck S., Schuman E.M. (2017). Local translation in neuronal compartments: how local is local?. EMBO Rep..

[2] Bourke A.M., Schwarz A., Schuman E.M. (2023). De-centralizing the Central Dogma: mRNA translation in space and time. Mol. Cell.

[3] Holt C.E., Martin K.C., Schuman E.M. (2019). Local translation in neurons: visualization and function. Nat. Struct. Mol. Biol..

[4] Lin J.Q., van Tartwijk F.W., Holt C.E. (2021). Axonal mRNA translation in neurological disorders. RNA Biol..

[5] Heiman M., Kulicke R., Fenster R.J., Greengard P., Heintz N. (2014). Cell type-specific mRNA purification by translating ribosome affinity purification (TRAP). Nat. Protoc..

[6] Shigeoka T., Jung H., Jung J., Turner-Bridger B., Ohk J., Lin J.Q., Amieux P.S., Holt C.E. (2016). Dynamic Axonal Translation in Developing and Mature Visual Circuits. Cell.

[7] Ostroff L.E., Santini E., Sears R., Deane Z., Kanadia R.N., LeDoux J.E., Lhakhang T., Tsirigos A., Heguy A., Klann E. (2019). Axon TRAP reveals learning-associated alterations in cortical axonal mRNAs in the lateral amgydala. eLife.

[8] Garat J., Di Paolo A., Eastman G., Castillo P.E., Sotelo-Silveira J. (2025). The Trail of Axonal Protein Synthesis: Origins and Current Functional Landscapes. Neuroscience.

[9] Zhang K.X., Tan L., Pellegrini M., Zipursky S.L., McEwen J.M. (2016). Rapid Changes in the Translatome during the Conversion of Growth Cones to Synaptic Terminals. Cell Rep..

[10] Bertin B., Renaud Y., Aradhya R., Jagla K., Junion G. (2015). TRAP-rc, Translating Ribosome Affinity Purification from Rare Cell Populations of Drosophila Embryos. J. Vis. Exp..

[11] Thomas A., Lee P.J., Dalton J.E., Nomie K.J., Stoica L., Costa-Mattioli M., Chang P., Nuzhdin S., Arbeitman M.N., Dierick H.A. (2012). A versatile method for cell-specific profiling of translated mRNAs in Drosophila. PLoS One.

[12] Pallos J., Jeng S., McWeeney S., Martin I. (2021). Dopamine neuron-specific LRRK2 G2019S effects on gene expression revealed by translatome profiling. Neurobiol. Dis..

[13] Lehmkuhl E.M., Loganathan S., Alsop E., Blythe A.D., Kovalik T., Mortimore N.P., Barrameda D., Kueth C., Eck R.J., Siddegowda B.B. (2021). TDP-43 proteinopathy alters the ribosome association of multiple mRNAs including the glypican Dally-like protein (Dlp)/GPC6. Acta Neuropathol. Commun..

[14] Mahr A., Aberle H. (2006). The expression pattern of the Drosophila vesicular glutamate transporter: a marker protein for motoneurons and glutamatergic centers in the brain. Gene Expr. Patterns.

[15] Carrillo R.A., Özkan E., Menon K.P., Nagarkar-Jaiswal S., Lee P.T., Jeon M., Birnbaum M.E., Bellen H.J., Garcia K.C., Zinn K. (2015). Control of Synaptic Connectivity by a Network of Drosophila IgSF Cell Surface Proteins. Cell.

[16] Venkatasubramanian L., Guo Z., Xu S., Tan L., Xiao Q., Nagarkar-Jaiswal S., Mann R.S. (2019). Stereotyped terminal axon branching of leg motor neurons mediated by IgSF proteins DIP-α and Dpr10. eLife.

[17] Wang Y., Lobb-Rabe M., Ashley J., Chatterjee P., Anand V., Bellen H.J., Kanca O., Carrillo R.A. (2022). Systematic expression profiling of Dpr and DIP genes reveals cell surface codes in Drosophila larval motor and sensory neurons. Development.

[18] Taylor A.M., Berchtold N.C., Perreau V.M., Tu C.H., Li Jeon N., Cotman C.W. (2009). Axonal mRNA in uninjured and regenerating cortical mammalian axons. J. Neurosci..

[19] Shigeoka T., Koppers M., Wong H.H.W., Lin J.Q., Cagnetta R., Dwivedy A., de Freitas Nascimento J., van Tartwijk F.W., Ströhl F., Cioni J.M. (2019). On-Site Ribosome Remodeling by Locally Synthesized Ribosomal Proteins in Axons. Cell Rep..

[20] Farias J., Holt C.E., Sotelo J.R., Sotelo-Silveira J.R. (2020). Axon microdissection and transcriptome profiling reveals the in vivo RNA content of fully differentiated myelinated motor axons. RNA.

[21] Briese M., Saal L., Appenzeller S., Moradi M., Baluapuri A., Sendtner M. (2016). Whole transcriptome profiling reveals the RNA content of motor axons. Nucleic Acids Res..

[22] Nijssen J., Aguila J., Hoogstraaten R., Kee N., Hedlund E. (2018). Axon-Seq Decodes the Motor Axon Transcriptome and Its Modulation in Response to ALS. Stem Cell Rep..

[23] Roque C.G., Wong H.H.W., Lin J.Q., Holt C.E. (2016). Tumor protein Tctp regulates axon development in the embryonic visual system. Development.

[24] Gouveia Roque C., Holt C.E. (2018). Growth Cone Tctp Is Dynamically Regulated by Guidance Cues. Front. Mol. Neurosci..

[25] Piol D., Robberechts T., Da Cruz S. (2023). Lost in local translation: TDP-43 and FUS in axonal/neuromuscular junction maintenance and dysregulation in amyotrophic lateral sclerosis. Neuron.

[26] Moens T.G., Da Cruz S., Neumann M., Shelkovnikova T.A., Shneider N.A., Van Den Bosch L. (2025). Amyotrophic lateral sclerosis caused by FUS mutations: advances with broad implications. Lancet Neurol..

[27] Lindahl L. (2024). Ribosome Structural Changes Dynamically Affect Ribosome Function. Int. J. Mol. Sci..

[28] VanInsberghe M., van den Berg J., Andersson-Rolf A., Clevers H., van Oudenaarden A. (2021). Single-cell Ribo-seq reveals cell cycle-dependent translational pausing. Nature.

[29] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R., 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[30] Kim D., Paggi J.M., Park C., Bennett C., Salzberg S.L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol..

[31] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[32] Ewels P., Magnusson M., Lundin S., Käller M. (2016). MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics.

[33] Wang L., Wang S., Li W. (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics.

[34] Greene J.C., Whitworth A.J., Kuo I., Andrews L.A., Feany M.B., Pallanck L.J. (2003). Mitochondrial pathology and apoptotic muscle degeneration in Drosophila parkin mutants. Proc. Natl. Acad. Sci. USA.

[35] Parton R.M., Vallés A.M., Dobbie I.M., Davis I. (2010). Drosophila larval fillet preparation and imaging of neurons. Cold Spring Harb. Protoc..

[36] Brent J.R., Werner K.M., McCabe B.D. (2009). Drosophila larval NMJ dissection. J. Vis. Exp..

[37] Tahoe N.M.A., Mokhtarzadeh A., Curtsinger J.W. (2004). Age-related RNA decline in adult Drosophila melanogaster. J. Gerontol. A Biol. Sci. Med. Sci..

[38] Krueger F. Trim Galore!. https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/.

[39] Andrews S. FASTQC. https://www.bioinformatics.babraham.ac.uk/projects/fastqc.

[40] Andrews S. Seqmonk. https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/.

[41] Chen E.Y., Tan C.M., Kou Y., Duan Q., Wang Z., Meirelles G.V., Clark N.R., Ma'ayan A. (2013). Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinf..

[42] Pfaffl M.W. (2001). A new mathematical model for relative quantification in real-time RT-PCR. Nucleic Acids Res..

# Supplementary material for: An optimized translating ribosome affinity purification protocol for low-abundance Drosophila tissues
**Source:** iScience. 2026 Mar 30;29(5):115530. doi: 10.1016/j.isci.2026.115530
**Supplement:** Document S1. Figures S1–S5 and Tables S1 and S5

**Supplemental information**

**An optimized translating ribosome affinity  
purification protocol for low-abundance  
*Drosophila* tissues**

**Leonor Miller-Fleming, Wing Hei Au, and Alexander J. Whitworth**

## **Supplementary Information**

Document S1. Figures S1–S5, Tables S1 and S5.

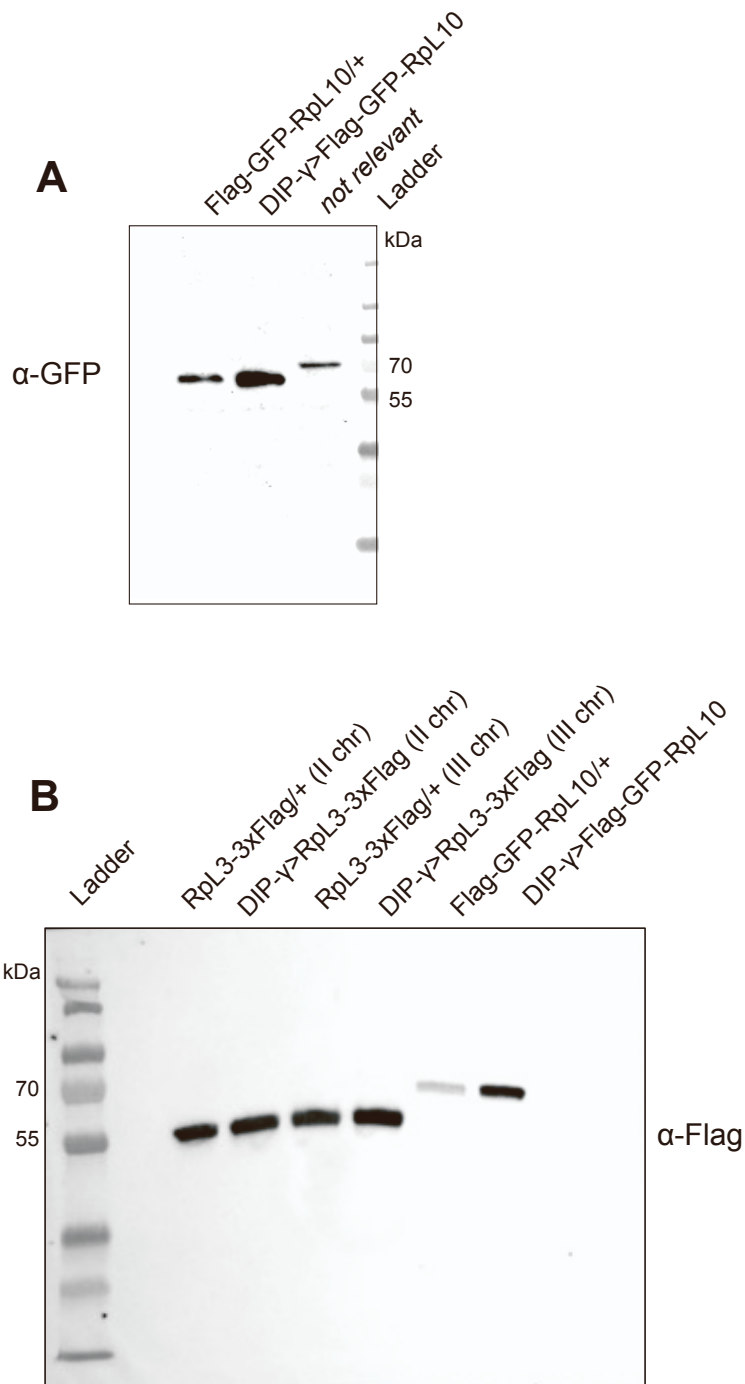

**Figure S1. Leaky expression of UAS-Flag-GFP-RpL10.** (A) Immunoblot analysis of Flag-GFP-RpL10/+ and DIP-γ>Flag-GFP-RpL10 fly lysates. (B) Immunoblot analysis of RpL3-3xFlag/+ and DIP-γ>RpL3-3xFlag fly lysates using two different insertions of RpL3-3xFlag on chromosome (Chr) II and III. Equivalent amounts of total proteins were loaded per sample. Lysates were enriched for DIP-γ neurons by removing fly abdomen before lysis.

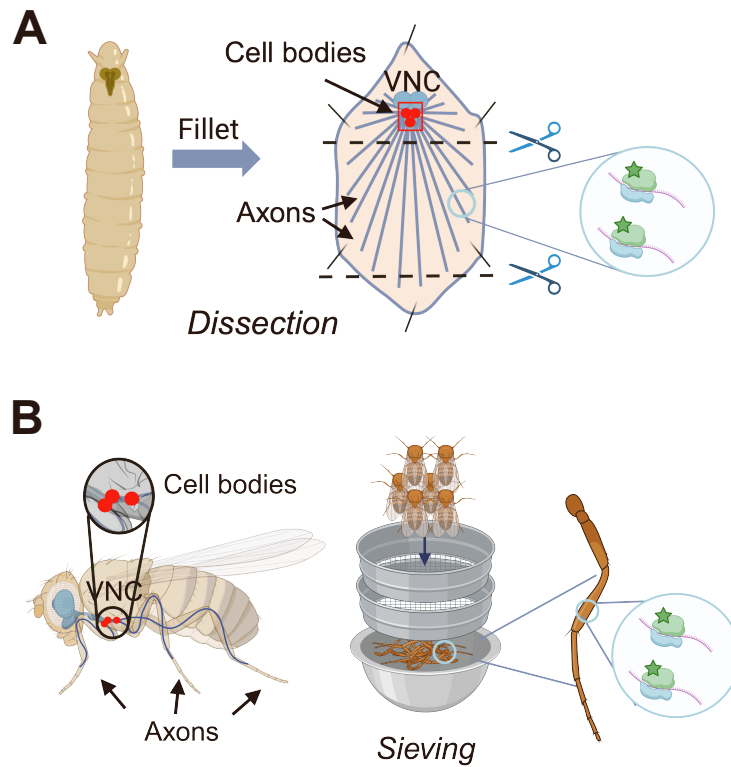

**Figure S2. Isolation of MN axons from cell bodies in *Drosophila* larvae and adults.** (A) Wandering L3 larvae are dissected as fillets, maintaining MNs intact. Both anterior (containing the VNC) and posterior ends are cut and discarded. The central portion of the fillet containing the MN axons is processed for TRAP. (B) Scheme representing the adult leg MN cell bodies localised in the VNC with axons projected into the leg, and isolation of adult legs using sieves. Adult legs are then processed for TRAP. VNC = ventral nerve cord.

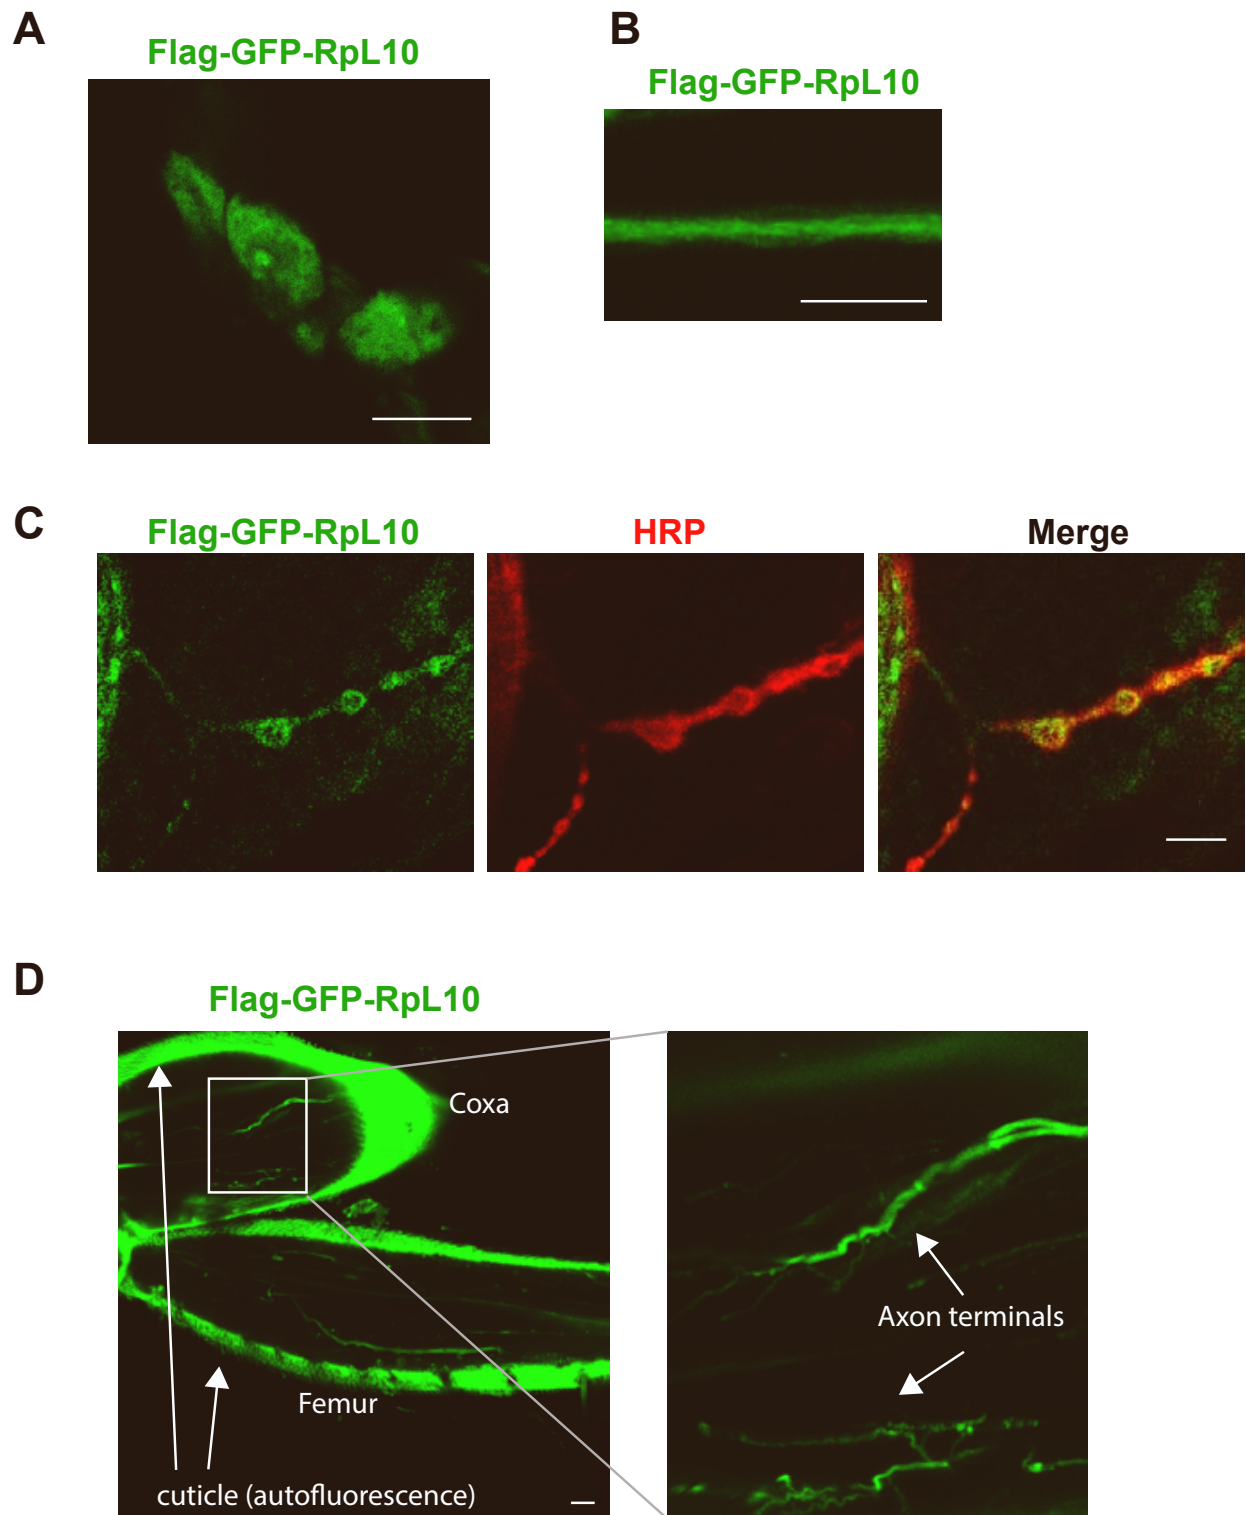

**Figure S3. Expression of Flag-GFP-RpL10 in larval and adult leg motor neurons.** (A-C) Flag-GFP-RpL10 expression driven by OK371-GAL4 in larval motor neuron cell bodies (A), axons (B), and neuromuscular junctions (NMJs) (C). NMJs were co-stained with HRP and Alexa Fluor 568. (D) Flag-GFP-RpL10 expression in adult leg motor neurons driven by DIP- $\gamma$ -GAL4. The inset shows a higher-magnification view of the axon terminals. Scale bars: 10  $\mu$ m (A-C); 20  $\mu$ m (D).

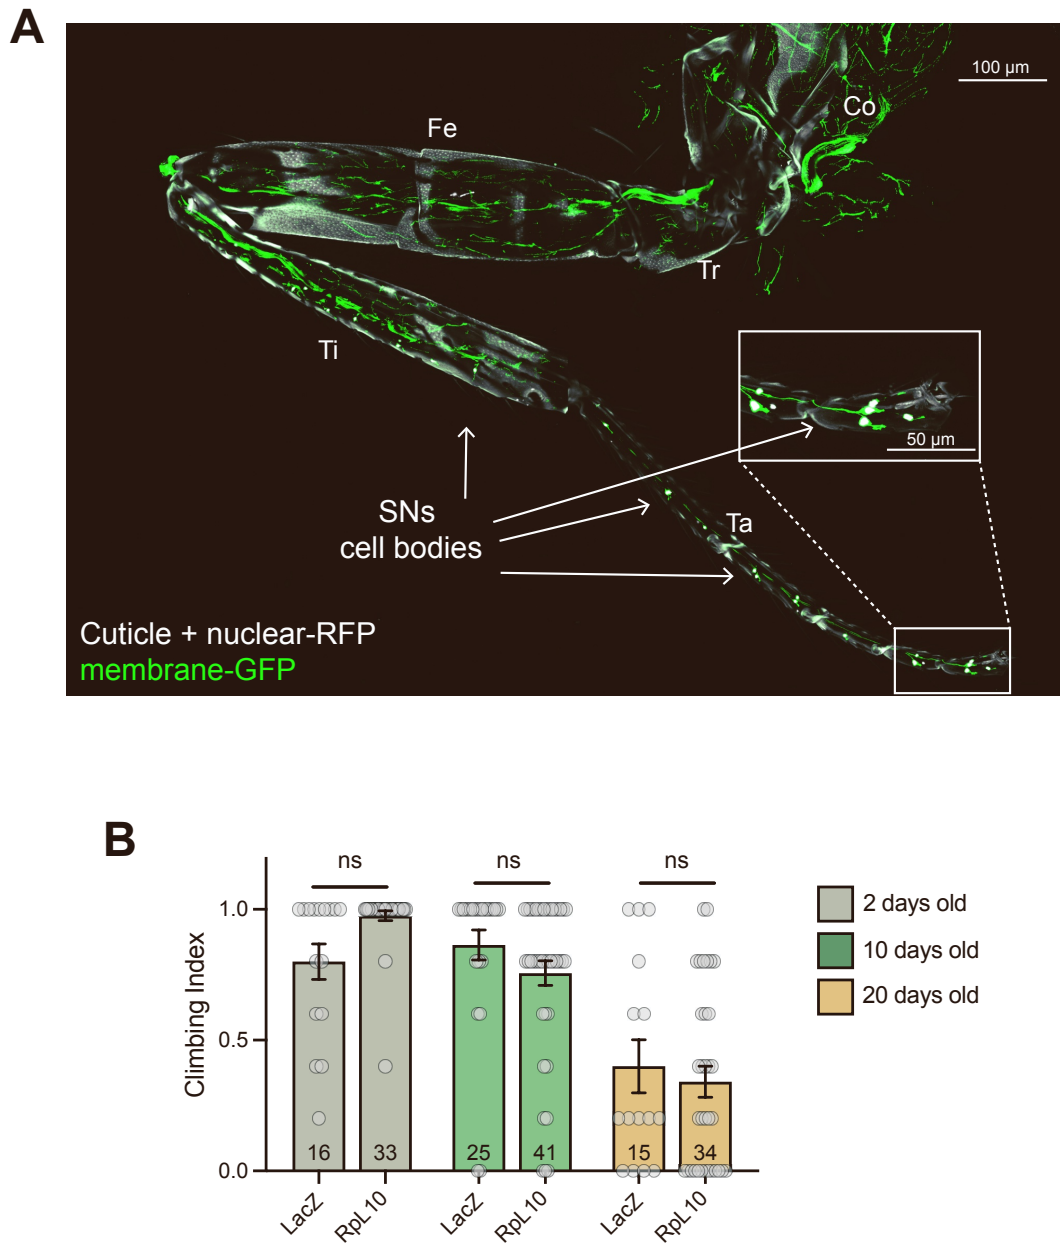

**Figure S4. Expression pattern of OK371-GAL4 in the adult leg.** (A) OK371-GAL4 was used to drive expression of membrane-GFP, labelling axons, and nuclear-RFP, to highlight cell bodies. Some autofluorescence of cuticle is detected in the RFP channel. Although mainly considered a MN driver, OK371-GAL4 also expresses in a few sensory nerves (SNs) in the leg. Co = coxa, Tr = trochanter, Fe = femur, Ti = tibia, Ta = tarsus. (B) Climbing assay of DIP- $\gamma$ -GAL4 driven Flag-GFP-RpL10 or LacZ control at the indicated ages. Chart shows mean  $\pm$  SEM. Number of animals (N) is shown in the bars. ns = not significant.

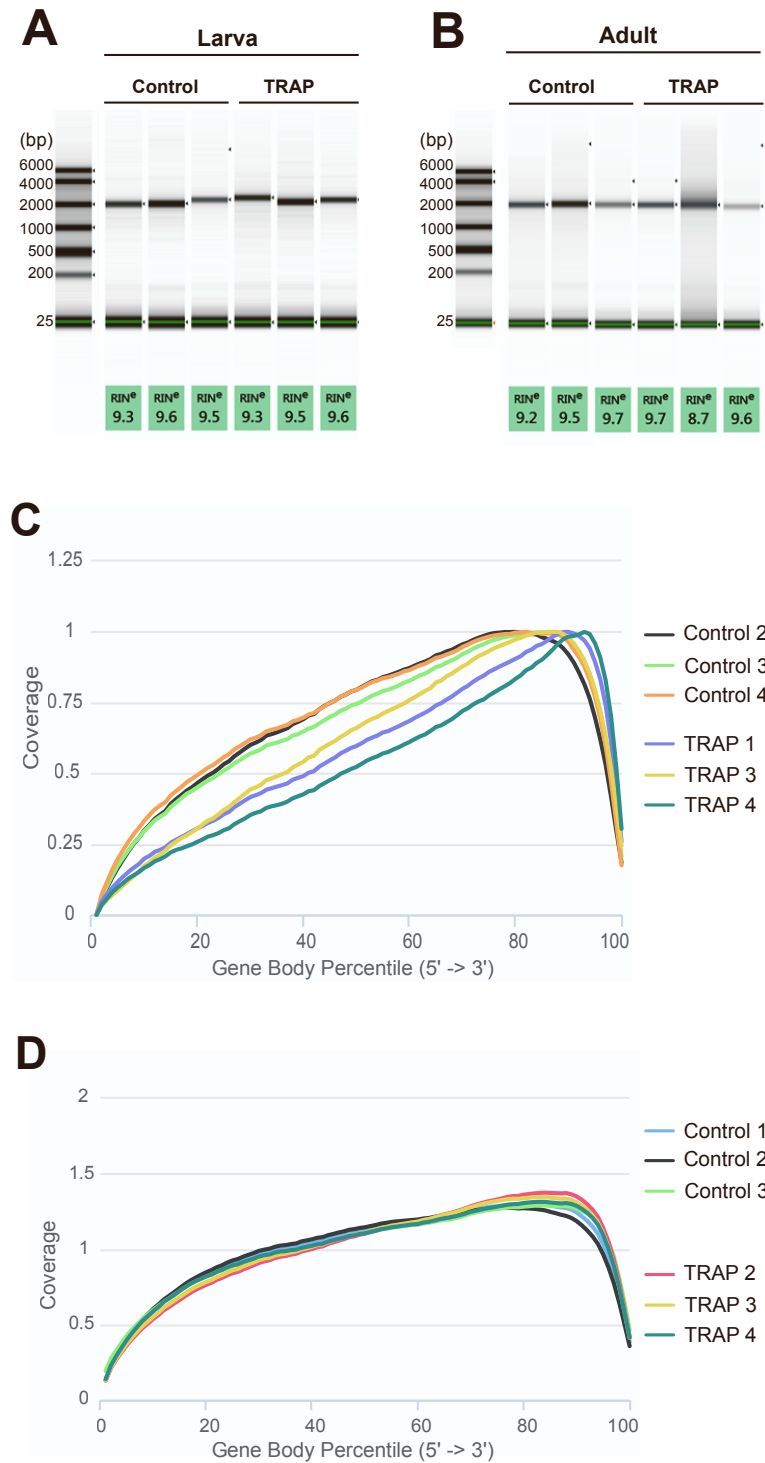

**Figure S5. RNA quality of MN-axon TRAP samples.** TapeStation electrophoresis of RNAs eluted from axonal TRAPs using (A) L3 larvae OK371>Flag-GFP-RpL10 axonal fractions and (B) adult DIP- $\gamma$ >Flag-GFP-RpL10 legs, compared to matched controls (Flag-GFP-RpL10/+). Gene body coverage across normalised transcript lengths assessed in larval (C) and adult leg (D) samples.

| <b>Parameters</b>         | <b>Optimisation step tested</b>                               | <b>Outcome/Technical limitation identified</b>                                                                 | <b>Final step implemented</b>                                                                                                       |
|---------------------------|---------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------|
| Antibody/bead conjugates  | Tested multiple antibody/beads conjugates                     | Some antibody/beads conjugates immunoprecipitated RpL10 efficiently, but caused high unspecific RNA background | Selected Dynabeads + anti-Flag (Monoclonal mouse anti-FLAG M2 antibody, F1804), which showed the lowest RNA background              |
| Buffer:tissue ratio       | Tested multiple ratios                                        | RNA degradation was observed if ratio of buffer:tissue was low                                                 | Selected the appropriate ratio to prevent degradation                                                                               |
| Tissue lysis              | Evaluated different lysis buffers, with and without detergent | Inclusion of detergent during lysis increased RNA background, particularly in larval samples                   | Detergent was added only after lysis and centrifugation to minimise background                                                      |
| RNase inhibitors          | Different RNase inhibitors                                    | When RNA degradation was observed, no differences were detected between different RNase inhibitors             | RNA degradation was reduced through protocol adjustments (strict cold handling, rapid processing), rather than inhibitor selection. |
| Pre-clearing lysate       | Tested multiple pre-clearing duration                         | Longer pre-clearing times showed reduced RNA background, but increased RNA degradation                         | Pre-clearing step was included, but with a short incubation time                                                                    |
| Immuno-precipitation time | Tested multiple incubation times                              | Longer immunoprecipitation improved ribosome recovery but also increased RNA degradation                       | 2 hours incubation was the optimal balance between ribosome yield and RNA integrity                                                 |

**Table S1. Summary of TRAP protocol steps that were optimised for this protocol.**

| <b>Target gene</b> | <b>Oligo sequence</b> |                           |
|--------------------|-----------------------|---------------------------|
| <i>GFP</i>         | Forward               | GACAACCACTACCTGAGCAC      |
|                    | Reverse               | CAGGACCATGTGATCGCG        |
| <i>18S</i>         | Forward               | GACACGCAAACCTTCTCAACAG    |
|                    | Reverse               | CTTCAGAGCCAATCCTTATCCC    |
| <i>28S</i>         | Forward               | AAACGGCTACCACATCTAAGG     |
|                    | Reverse               | ATTCCAATTACAGGGCCTCG      |
| <i>VGlut1</i>      | Forward               | CGTCTGGGAAAATCAGGACTAC    |
|                    | Reverse               | CACCATGATAGCTCTGCGAT      |
| <i>Futsch</i>      | Forward               | CGAGGAGCACAAGGACAATATC    |
|                    | Reverse               | CAGGTGCATGCTGTGTAATTG     |
| <i>Act42A</i>      | Forward               | GCGTCGGTCAATTCAATCTT      |
|                    | Reverse               | AAGCTGCAACCTCTTCGTCA      |
| <i>Mef2</i>        | Forward               | AAGTGATCCACGCGAGTTC       |
|                    | Reverse               | TTCCGTATAAATTGTCCCCAGG    |
| <i>mt:ND3</i>      | Forward               | AAAAAGCTTTAATCGACCGAGA    |
|                    | Reverse               | CGTAAAGAAAATGGTAATCGAGATG |
| <i>Acp1</i>        | Forward               | GATCCTTTCATACCTGTCCCG     |
|                    | Reverse               | GAGAAATAGGCAACCACAAACG    |

**Table S5. List of primers used.**

How the deposited data were processed for this re-analysis (not part of the article)

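RNA bound to tagged ribosomes was measured in heads, larval axonal sections and legs, each in TRAP samples (a GAL4 driver with UAS-Flag-GFP-RpL10) and in controls (Flag-GFP-RpL10/+). Heads were represented by 3 TRAP and 3 control samples, larval axons by 3 and 3, and legs by 3 and 2. The authors made cDNA libraries with SMART-Seq HT, sequenced them in pairs, trimmed the reads with Trim Galore, aligned them with HISAT2 to BDGP6 (Ensembl annotation) and counted them on genes in SeqMonk. The deposited tables hold raw counts per gene, whole numbers without any scaling, for 16977 genes and 17 samples in total. The count totals exceed the number of raw read pairs that the methods state, in every sample. The paper's text does not name whether reads or pairs were counted, whether introns were included, or the strand setting. Identifiers and coordinates were taken from the annotation columns of the tables and compared with the BDGP6 reference. The sex, age, number of animals and amount of RNA are those of the methods.

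Samples were assigned to genotype and tissue from their labels, and the assignment was fixed before the data were examined. Each sample was 1 replicate. Total counts ranged from 29512310 to 88324615 per sample, so that 3 counts correspond to at most 0.102 CPM. Reads carry no molecular identifiers, and this limit covers counting error only. Pairs of replicates were compared by chi-square, and none were copies of one another. Principal components and clustering used log2 CPM with a prior count of 2.

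Genes with at least 1 count in at least 1 sample of a tissue were tested in that tissue, with edgeR 4.0.16 under R 4.3.3. Libraries were scaled by TMM, dispersions were estimated with a trend, and the quasi-likelihood F-test (two-sided) of TRAP against control was adjusted with the Benjamini-Hochberg procedure over all genes tested in the tissue. The threshold was an adjusted p-value of 0.05. The standard error of a log2 fold change was derived from the same F statistic. Set tests used camera of limma 3.58.1 (two-sided) on log2 CPM with the inter-gene correlation estimated from the data. The 9 set tests of ribosomal protein genes and of differences between tissues formed one family, and the 56 tests of gene lists within tissues formed another. Overlaps were tested with Fisher's exact test (one-sided) among the genes tested in both sets. Differences between tissues were tested as the genotype by tissue interaction in a model of the pair of tissues. Because each tissue was sequenced as its own order, tissue and order cannot be told apart.

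Genes to be named were chosen by a rule set before the data were examined. They are the genes the paper names, RpL10Ab, and in each tissue the 5 largest increases and the 3 largest decreases among genes under the threshold, with a mean of at least 10 CPM in the higher group and every TRAP sample on the same side of every control sample. Other genes named in the text or the closing section (Eig71Ee, sage, roX1, roX2, Yp1, Yp2, Yp3, RpS28a, RpL37b and RpS19b) were chosen after their values were seen. Lists of ribosomal protein, neuronal and other genes were written by hand from gene symbols. The 2 lists of salivary gland genes were added after the data were seen. GO annotation, gene body coverage, blots and RT-qPCR were not analysed here.

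Simulated counts with the dispersion of each tissue were tested with 200 changed genes. These had a mean of at least 10 CPM and changed by at least 1 on the log2 scale. edgeR recovered 72.5% of them in heads, 40.5% in larvae and 78.5% in legs, with 20, 5 and 70 unchanged genes called. DESeq2 1.42.0 recovered 78.5%, 49.5% and 82.5%, with 60, 166 and 104 unchanged genes called. Camera gave p-values of at most 0.00106 for simulated sets shifted by 1 on the log2 scale. Genes were simulated independently, so these sets lack the correlation of the ribosomal protein list (0.675 in larvae and 0.691 in legs). They cannot show whether camera would detect such a shift in that list.

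The alternatives were DESeq2's Wald test, relative log expression factors, library size alone, TMM factors computed without ribosomal protein, muscle and mitochondrially encoded genes, edgeR's filterByExpr, a filter on genes with at least 1 count in every sample, an adjusted threshold of 0.01, an added limit of 1 on the absolute log2 fold change, a robust dispersion fit, one fit of all 3 tissues, the replicate number as a block, another version of the ribosomal protein list, a preset inter-gene correlation of 0.01 and, for the principal components, the 500 most variable genes or a prior count of 0.5. Each replicate was also left out in turn. An edgeR likelihood ratio test, and DESeq2 after each of the 2 filters, were added after the data were seen. The leg control that the authors left out for DNA contamination has no counts in the tables, and the 35 genes of the mitochondrial genome, at 0 counts in heads, were not tested there.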

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

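The tests of the neuronal lists in legs and larvae, of the salivary gland genes, and of the genes changed alike in heads and legs were chosen after the results were seen. The comparison with matched gene lists for ribosomal protein and mitochondrially encoded genes, and the other splits of the samples, were chosen before the data were examined, except those of DESeq2 counts.

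The effect on ribosomal protein mRNAs differed between larval axons and heads. The list rose relative to other genes by 1.87 (log2) more in larvae than in heads (camera p-value 0.0465, adjusted 0.169 over 9 set tests), and 91 of 92 genes were above 0 in larvae against 33 in heads. The difference was 1.74 with library size alone. It is taken relative to other genes of the same samples, which scaling moves alike, so this value cannot test whether scaling is the cause. With library size alone the median in heads changes sign, from −0.06 to 0.41, against 0.81 for all genes. Transcript length and expression level were tested with 10000 random lists matched on exon length and mean expression. Of these 0% had a median as high in larvae, where the highest was 0.57 against 1.61 for the 91 genes with a known length, and 0% in legs, where the highest was 0.25 against 0.77. The matched lists were lower in expression in larvae (median 253 against 425 CPM) and in legs (161.5 against 196.2 CPM). Expression is therefore not fully accounted for in either tissue. In 5 of 16 splits that part as many same-numbered pairs in each tissue, the difference was as large, the real split included. These splits cannot give a share under 0.05. In larvae alone 2 of 4 such splits gave a set difference as large, and all 4 gave as many ribosomal protein genes under the threshold, since that count is 0 (67 at an unadjusted p-value under 0.05 in the real split). The other splits mix TRAP and control samples while still parting each pair. Tissue, driver, dissection and sequencing order change together between larvae and heads, so a biological difference cannot be told apart from a technical one or from the grouping of the samples.

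In single genes the effect of the genotype differed between tissues more often for legs than for larvae. Against heads, 717 genes had a larger and 425 a smaller effect in legs, whereas 3 had a larger and 3 a smaller effect in larvae, each at an adjusted p-value under 0.05 of the interaction (edgeR). Of the genes named in the text, the effect in legs was higher than in heads for Tctp (by 1.06), CG11893 (1.80), Cyp6a20 (1.86) and IM23 (1.53), and lower for VGlut (−2.56), CG12239 (−11.40), CG14989 (−6.97), CG14456 (−4.18), CG14635 (−13.72) and CR43684 (−19.91). For CG12239, CG14456, CG14635 and CR43684 the leg TRAP samples hold few or no counts (at most 9 for CG14456), so the size of these differences depends on the model's handling of low counts and only their direction can be read. CR43684 was at 1.26 and 33.8 CPM in the leg controls. In larvae the effect was lower than in heads for CR44832 (−11.81) and higher for CG14456 (9.55). The larval values of CG14456 are too low for a fall to be seen, so its difference does not show another effect in larvae. Among the genes with a smaller effect in legs were 29 of the 62 genes of the neuronal list. As a list, neuronal genes changed by −1.51 relative to other genes between legs and heads (camera p-value 0.0639, adjusted 0.169), and 73% of matched lists had a median in legs as high as theirs, so neuronal transcripts were not enriched in legs as they were in heads. In heads and legs the driver is the same, but the tissue background, the sexes and the sequencing order differ, and a biological difference cannot be told apart from these.

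CG14456 was at 0.146 CPM in larval controls and 0.236 CPM in larval TRAP samples, too low for a fall like that in heads and legs to be seen. A candidate explanation for genes changed alike in heads and legs is sequence differences between the GAL4 stock and w1118. Of 17 genes under the threshold in both tissues, 15 changed in the same direction, and 0% were on the neuronal, synaptic transmission or axon guidance list, where 0.749 genes were expected. So few were expected that the absence of neuronal genes cannot exclude transcripts of the DIP-γ neurons themselves. Cyp6a17 was also higher and Cyp4p2 lower in larvae, and phr was lower in heads and larvae, where the driver is OK371-GAL4, so these changes are not particular to the DIP-γ-GAL4 stock. Sequences of the stocks were not analysed here, and the explanations cannot be told apart.

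Salivary gland glue genes gave a signal in larvae that the paper does not discuss. All 6 genes of the list were higher in TRAP samples, and in each of them every TRAP sample was above every control, which chance gives in 5% of genes. Together with 10 other salivary gland genes they held 3657, 38120 and 5762 CPM in TRAP replicates 1 to 3 and at most 259.1 CPM in a control. Gland tissue left on sections of both genotypes alike would put some control near some TRAP sample. The lowest TRAP sum was 14.1 times the highest control sum, but the glue genes were noticed for being higher, so this ratio cannot exclude carry-over by dissection. With library size alone the ratio was 16.6, so the scaling of the libraries does not account for the difference. If tagged ribosomes in gland cells were the source, other genes of the gland would rise as well. In 5 of the 10 other genes every TRAP sample was above every control (5% by chance), and Eig71Ee (6.44, adjusted p 0.000945) and sage (5.73, adjusted p 0.00261) passed the threshold of edgeR, while the other 8 did not. That is 20% of these genes against 0.234% of all genes (Fisher's exact test, one-sided, p = 0.000236), and camera gave a p-value of 0.00814 (adjusted 0.456 over 56 tests). The prediction for tagged ribosomes in gland cells was that more than 5 would be above, a limit that the 5 genes just miss, so this source is not excluded. It cannot be told apart from carried-over gland tissue.

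Mitochondrially encoded mRNAs gave a signal in legs. Their median log2 fold change was 1.123, all 13 were above 0, and in 11 every TRAP sample was above both controls (10% by chance). None passed the threshold over all genes, 11 did when adjusted over the list, and camera gave a p-value of 0.135. Of the random lists matched on transcript length and expression level, 0% had a median as high, where the highest was 0.81. The matched lists were again lower in expression (median 169 against 297 CPM). These mRNAs are translated inside mitochondria, not by cytosolic ribosomes with the tag, and carry-over of mitochondria was not tested. A biological source therefore cannot be told apart from co-purification. In larvae 7 of the 13 mitochondrially encoded mRNAs were above 0, with a median of 0.438 and a camera p-value of 0.672. Nuclear genes of oxidative phosphorylation had medians of −0.0475 in legs and 0.196 in larvae (camera p-values 0.799 and 0.942). In each of these tissues 0 of them passed the threshold.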

How the results depend on the processing

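The alternatives were chosen before the data were examined, except the edgeR likelihood ratio test and DESeq2 after either filter, which were chosen after seeing the data. Of 351 alternative values of the main results 213 stayed the same, and of 639 alternative values of named genes 569 did, with 26 weaker, 11 stronger, 23 reversed and 10 moved. Except where a value below shows it, the cause was not tested. Leaving out a leg control leaves 1 sample, so those fits gave fold changes but no counts or set tests, and a replicate block by library number was run for larvae only.

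With DESeq2's Wald test 2069 genes were higher in heads, 226 higher and 39 lower in larvae with 54 ribosomal protein genes, and 357 higher and 247 lower in legs with 79 ribosomal protein genes. Of the genes under the edgeR threshold, 1199 of 1203 and 1564 of 1565 were shared in heads, 32 of 39 and 2 of 2 in larvae, and 16 of 16 and 17 of 17 in legs. DESeq2 shared 60 genes between larvae and legs, 8 of them not ribosomal. On genes with at least 1 count in every sample DESeq2 gave 1924 in heads, 174 and 25 with 52 ribosomal in larvae, 294 and 192 with 78 ribosomal in legs, and 57 shared, 7 of them not ribosomal. On genes kept by filterByExpr it gave 1969 in heads, 174 and 24 with 57 ribosomal in larvae, 319 and 227 with 79 ribosomal in legs, and 61 shared, 6 of them not ribosomal. The edgeR likelihood ratio test gave 70 higher and 5 lower with 13 ribosomal in larvae, 63 and 73 with 7 ribosomal in legs, and 5 shared, 2 of them not ribosomal. It differs from the quasi-likelihood test in not allowing for the uncertainty of each gene's dispersion.

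With library size alone 2909 genes were higher and 463 lower in heads, with 11 ribosomal protein genes, and 15 higher and 1 lower in larvae. It shifted the median log2 fold change by 0.49 in heads and by −0.23 in larvae, and relative log expression factors shifted it by 0.11 in larvae. The shift accounts for the change in balance in heads, where 86.3% of genes under the threshold were higher, against 43.5% with TMM. With filterByExpr 2 genes were higher and 0 lower in larvae (365 lower at an unadjusted p-value under 0.05), and 3 and 2 in legs. With at least 1 count in every sample there were 0 and 0 in larvae (492 and 360 unadjusted) and 9 and 6 in legs. At an adjusted 0.01 there were 613 and 809 with 0 ribosomal in heads (1 unadjusted), 21 higher in larvae, and 6 and 4 in legs. With a limit of 1 on the absolute log2 fold change 726 were lower in heads. The robust dispersion fit gave 0 ribosomal in heads (1 unadjusted), 19 higher with 2 ribosomal in larvae, and 2 ribosomal in legs. One fit of all 3 tissues gave 54 and 145 with 0 ribosomal in heads (1 unadjusted), 2 genes on each of the neuronal, synaptic transmission and axon guidance lists, 185 and 199 with 62 ribosomal in larvae, and 0 and 3 in legs (260 higher unadjusted). Shared genes between larvae and legs came to 0, ribosomal or not, with library size alone (83 in all and 22 not ribosomal at an unadjusted p-value under 0.05), filterByExpr (112 and 45), at least 1 count in every sample (117 and 47), all 3 tissues in one fit (48 and 19) and an adjusted 0.01 (125 and 58).

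With the replicate number as a block 5 genes were lower in larvae with 1 ribosomal higher, and 12 were higher and 7 lower in legs, of which 4 and 3 were shared with the fit without a block. In legs samples with the same number had a mean correlation of 0.0477. TRAP replicate 3 has no leg control of its number, so the leg block rests on 2 pairs. By library number the block gave 122 and 88 with 30 ribosomal in larvae, again from 2 pairs, without the unpaired control 1 and TRAP replicate 1. With the preset correlation of 0.01, the ribosomal protein set differed from other genes by 1.50 in larvae (camera p-value 1.3e-40), by 0.82 in legs (3.23e-37) and by 1.10 more in legs than in heads (1.73e-23). The estimated correlations are 0.675, 0.691 and 0.561, so a preset of 0.01 treats these genes as close to independent. The first component held 58.0% on the 500 most variable genes.

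Across the fits that each left out 1 replicate, heads gave 704 to 1713 genes higher, 775 to 1979 lower and 0 to 1 ribosomal (1 to 2 unadjusted where 0). Larvae gave 16 to 148 higher, 2 to 33 lower and 0 to 24 ribosomal (27 to 68 unadjusted where 0), and legs 17 to 95, 9 to 54 and 0 to 20 (78 to 80 unadjusted where 0). Shared genes ranged from 0 to 3, and those not ribosomal also from 0 to 3 (74 to 139 and 44 to 71 unadjusted where 0). The leg set difference ranged from 0.60 to 1.01, the difference between larvae and heads from 1.30 to 2.40, with p-values above 0.05 in 8 of 12 fits, and that between legs and heads from 0.88 to 1.28. The first component held 47.4% to 61.1%.

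Directions reversed in several named genes. Tom7 in heads was at 0.034 with DESeq2 and with relative log expression factors, 0.45 with library size alone and 0.019 with filterByExpr, against −0.00. With library size alone Tctp in heads was at 0.030, Acp1 in heads at 0.33, RpL10 in heads at 0.31 and Tctp in larvae at −0.029. The block gave −0.019 for futsch and −0.28 for DIP-gamma in larvae. Leaving out replicates gave −0.083 to 0.40 for CG32267, −0.28 to 0.23 for Tom7 and −0.33 to 0.043 for Acp1 in heads. In larvae it gave −0.11 to 1.85 for CG32267, −0.18 to 0.80 for Tctp, −0.97 to 2.56 for futsch and −0.23 to 2.83 for DIP-gamma. There CG32267 and futsch have neither a small log2 fold change (1.10 and 2.02) nor few counts, and each reversed when 1 TRAP replicate was left out, replicate 2 for CG32267 and replicate 1 for futsch. In legs it gave −0.26 to 0.13 for VGlut and −4.57 to 5.71 for DIP-gamma, which was at most 0.28 CPM there. Depth limits statements on DIP-gamma in legs, since 3 counts are up to 0.0455 CPM there.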

Differences from the paper's values

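The paper reports 1974 differentially expressed genes in heads, taken here as genes higher in TRAP since the part of Table S2 that could be read lists only increases, against 1203 here. Among the alternatives set before the data were examined, the number lay within 1.5 times of the paper's with DESeq2's Wald test (2069), relative log expression factors (1380), library size alone (2909), filterByExpr (1396), at least 1 count in every sample (1455), the replicate block (1406) and without TRAP replicate 3 (1713), and not with the others. DESeq2 after the 2 filters, chosen after seeing the values, gave 1924 and 1969, and the edgeR likelihood ratio test, also chosen after seeing the values, gave 1683. Of the 796 genes in that part, 692 were under the threshold here and 795 were under it with DESeq2.

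For larval axons the paper reports 556 transcripts, against 39 here, and none of the alternatives closed the gap. The largest number was 226, with DESeq2. Of the paper's 556 genes, 554 had the same direction here, 306 an unadjusted p-value under 0.05, and 36 passed the threshold, or 164 with DESeq2. For legs the paper reports 289, against 16 here. Among the alternatives set before the data were examined DESeq2 alone closed this gap, with 357. DESeq2 is the test that the paper's methods name. The filter in those methods, read literally, keeps genes with at least 1 count in every sample. DESeq2 on genes with at least 1 count in every sample (294) and on genes kept by filterByExpr (319), chosen after seeing the values, came closer. All 289 had the same direction here, 284 had an unadjusted p-value under 0.05, 16 passed the threshold, and 287 passed with DESeq2.

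The paper counts 81 ribosomal protein mRNAs in larval axons, against 0 here (67 at an unadjusted p-value under 0.05). DESeq2 gave 54 and the fit of all 3 tissues 62, within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. DESeq2 on genes kept by filterByExpr, chosen after seeing the values, gave 57. In legs the paper counts 78, against 0 here (81 unadjusted). DESeq2 gave 79, and no other alternative set before the data were examined closed the gap. DESeq2 after either filter, chosen after seeing the values, gave 78 and 79. The paper's share of ribosomal protein mRNAs among leg transcripts is 27%, against 0% here (0 of 16), 22.1% with DESeq2 and 21.1% without leg TRAP replicate 3, the alternatives set before the data were examined that closed the gap. DESeq2 on genes with at least 1 count in every sample (26.5%) and on genes kept by filterByExpr (24.8%), chosen after seeing the values, came closer.

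The paper reports 115 transcripts shared between larvae and legs, against 1 here, and none of the alternatives closed the gap. The largest numbers were 60 with DESeq2 and, chosen after seeing the values, 61 with DESeq2 after filterByExpr. Of the shared transcripts 76 were ribosomal in the paper, against 0 here, and DESeq2 alone among the alternatives set before the data were examined came within 1.5 times of it, with 52. DESeq2 after filterByExpr, chosen after seeing the values, also did, as 6 of its 61 were not ribosomal.

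In larvae the paper's log2 fold change of RpL10Ab is 2.13, against 1.52 here. The error used here is the SD between replicates of log2 CPM, pooled over the 2 genotypes, which the difference exceeds only slightly, and it is within the standard error of 0.61. The difference was within the SD with DESeq2 (1.66), relative log expression factors (1.66), TMM factors without ribosomal protein, muscle and mitochondrially encoded genes (1.55), filterByExpr (1.55), without control replicate 1 (1.89) and without TRAP replicate 3 (1.79), and not with library size alone, the block or the other replicates left out. For Cyp4p2 the paper's larval value is −8.08, against −5.52 here, and no alternative closed the gap. For mthl8 in larvae (the paper's value 12.83) and CG14635 in legs (the paper's value −10.94) the counts give only bounds, of at least 817-fold higher and at least 241-fold lower, which do not exceed the paper's values.

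The paper lists Tom5, Tom7 and Tctp among transcripts enriched in both axonal sets, and caz among those of larval axons. In larvae none of the 4 passed the threshold here, with log2 fold changes of 1.10, 1.36, 0.39 and 1.00 and adjusted p-values (edgeR) of 0.793, 0.727, 0.919 and 0.727. Their alternatives gave 0.182 to 1, 0.18 to 1, 0.721 to 1 and 0.199 to 1. In the fits otherwise used for gene counts only, read for these genes after seeing the values (robust dispersion, all 3 tissues, at least 1 count in every sample, block by library number, likelihood ratio test and DESeq2 after either filter), the adjusted p-values were 0.105 to 0.797, 0.105 to 0.675, 0.67 to 0.998 and 0.146 to 0.722. None of these fits called them. The paper's larval log2 fold changes of Tom5, Tom7, Tctp and caz are larger, at 1.87, 2.09, 0.95 and 1.30, though within the SD between replicates. DESeq2 gave 1.25, 1.50, 0.52 and 1.11 here, so the test alone does not account for the difference. Without control replicate 1 the values were 1.85, 2.03, 0.80 and 1.05. The paper's leg values of Tom5, Tom7 and Tctp are 0.53, 0.55 and 0.56. In legs the log2 fold changes of Tom5, Tom7 and Tctp were 0.53, 0.55 and 0.56, with adjusted p-values (edgeR) of 0.276, 0.257 and 0.216. DESeq2 called Tom5 (0.0156), Tom7 (0.0029) and Tctp (0.000196), and the highest values over the alternatives run for every named gene were 0.508, 0.492 and 0.442. The fit of all 3 tissues gave 1, 1 and 0.998, the robust dispersion fit 0.252, 0.188 and 0.152, at least 1 count in every sample 0.236, 0.237 and 0.195, and the likelihood ratio test 0.488, 0.503 and 0.461. DESeq2 after either filter, chosen after seeing the values, also called them, at 0.0322 and 0.0168, 0.00867 and 0.00268, and 0.00176 and 0.000171. The paper states that ribosomal protein mRNAs were not enriched in heads. Here the list was at a median log2 fold change of −0.06, with RpL10Ab higher. With library size alone it was at 0.41, against 0.81 for all genes. The first and second principal components of heads hold about 37% and about 26% in Fig. 2A, read by eye, against 49.0% and 24.9% here, which do not differ by the same measure.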

Other observations

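The tests of splits under DESeq2, of the neuronal lists, of chorion genes, sex markers, RpL10Ab and DIP-gamma were chosen after the results were seen, and the tests of the remaining splits, of the likelihood ratio test and of depth were chosen before the data were examined.

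In heads 1 of the 4 splits of the 6 samples that part all same-numbered pairs gave as many genes higher, the real split itself. The same was true of the genes lower, the ribosomal protein genes higher, the ribosomal protein set test, and the neuronal, synaptic transmission and axon guidance genes. None of the 9 other splits gave a gene under the threshold of edgeR, although DESeq2 gave up to 365 higher in one of them. In larvae 1 of the 4 splits gave as many genes higher. For the genes lower, 2 of the 4 gave as many when the larger of the 2 directions is counted in the other splits, whose groups have no order. The split of controls 1 and 2 and TRAP replicate 3 against the rest gave 11 genes in one direction and 0 in the other. With DESeq2 2 of the 4 larval splits gave as many genes higher, since the split of control 1, TRAP replicate 2 and TRAP replicate 3 against the rest gave 418, more than the 226 of the real one. Those 3 samples also have the most genes without counts. With DESeq2 1 of the 4 splits gave as many larval ribosomal protein genes, and in legs 1 of the 4 gave as many genes higher and 1 as many ribosomal protein genes. A split of so few samples cannot give a share under 0.05, so none of these results can be told apart from the grouping of the samples by this test.

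The small number of larval and leg genes under the threshold may follow in part from the uncertainty of the dispersion in the quasi-likelihood test. The likelihood ratio test, which leaves it out, gave 70 genes higher in larvae and 63 in legs. DESeq2 gave more, at 226 and 357. In legs the likelihood ratio test gave higher adjusted p-values for Tom5, Tom7 and Tctp (0.488, 0.503 and 0.461) than the quasi-likelihood test (0.276, 0.257 and 0.216). This uncertainty therefore does not account for the whole difference between the tests. The simulated counts at the same dispersion gave calls for 40.5% and 78.5% of changed genes. All of those changed by at least 1 on the log2 scale, so the number of samples alone does not prevent calls for changes of that size. The leg values of Tom5, Tom7 and Tctp are smaller (0.53, 0.55 and 0.56). For changes like these the simulation cannot tell whether too few samples are the reason. No biological explanation was tested.

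Larval samples differ in the number of genes without counts. After thinning to the smallest total the highest number was 7.44 times the lowest, so sequencing depth does not account for it. The samples with the most such genes, control 1 and TRAP replicate 2, are of different genotypes. No biological explanation was tested.

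The neuronal list in larvae had a median log2 fold change of 1.53, and 0% of 10000 matched lists had one as high, which fits the hypothesis that neuronal transcripts were enriched as in heads. The genes are not independent, however. In 0 of the 62 genes was every TRAP sample above every control, and camera gave a p-value of 0.707. VGlut was at 31.9, 1.08 and 0.32 CPM in TRAP replicates 1 to 3 and futsch at 48.1, 0.803 and 3.59 CPM. TRAP replicate 1 was above every control in 54 of the 62 genes, replicate 2 in 2 and replicate 3 in 15. The summed CPM of the list, which a few abundant genes dominate, shows no such order, with 2799, 2245 and 4383 in TRAP replicates 1 to 3 and 2111, 3447 and 3667 in controls 1 to 3. In heads every TRAP sample was above every control in 54 of the 62 genes. The larval counts by gene therefore argue against a rise shared by all 3 TRAP samples, since TRAP replicate 1 carried it. Whether that sample differs for a biological or a technical reason cannot be told.

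In legs the genes of the chorion and vitelline membrane summed to 738, 425 and 6.38 CPM in TRAP replicates 1 to 3 and to 1.61 and 2.11 CPM in controls. The highest TRAP sum was 116 times the lowest. Ovary tissue in single leg samples is a candidate explanation, but it cannot be told apart from other carried-over RNA. Sex markers also differ between leg samples, and roX1, a transcript of males, was 20.8 times as high in TRAP replicate 3 as in replicate 2. TRAP replicate 2 held 181 counts of roX1 and 0 of roX2, and TRAP replicate 3 held 1177, 690 and 593 counts of the yolk proteins Yp1, Yp2 and Yp3, against 35142 or more in the other leg samples. Mostly female legs would give the low roX1 and roX2 of TRAP replicate 2, against the equal sex numbers in the methods. Its Yp1, Yp2 and Yp3, at 2115, 1228 and 1030 CPM the highest of the leg samples, go the same way. A list of testis and male accessory gland genes goes the other way. It summed to 381.7 CPM in that sample, 14.4 and 14.7 CPM in TRAP replicates 1 and 3, and 16.7 and 82.3 CPM in controls. The sex ratio of TRAP replicate 2 therefore cannot be read from these values. In TRAP replicate 3 only the yolk proteins depart from the other samples, since roX1 (51.2 CPM) and roX2 (6.08 CPM) were close to those of control 1 (49.9 and 7.30 CPM). These markers were noticed before the test was chosen, and a pooling of unequal numbers cannot be told apart from another cause.

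RpL10Ab ranked 4 of 92 among ribosomal protein genes by log2 fold change in heads. Transcripts of the Flag-GFP-RpL10 transgene counted on RpL10Ab would have placed it at the top. Above it were RpS28a, RpL37b and RpS19b, with at most 9, 24 and 33 counts in a sample, and RpL10 ranked 71. The genes above it have so few counts that their ranks are uncertain, so the rank cannot exclude transgene reads on RpL10Ab. Its adjusted p-value of 0.0172 (edgeR) ranged from 9.27e-06 to 0.0766 over its alternatives, above 0.05 when any control was left out. With the robust dispersion fit and the fit of all 3 tissues, which are not in that range, 0 ribosomal protein genes were higher in heads. The transgene's sequence was not analysed here.

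DIP-gamma rose in heads by 3.61 (log2) more than the median of the neuronal list. That is what reads of the driver's own gene would give, and also what enrichment of the neurons that express DIP-gamma would give, so the explanations cannot be told apart.

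The genes of the muscle list had median log2 fold changes of −0.91 in heads, −1.05 in larvae and −0.46 in legs. Of 31 immune effector genes 3 were higher in legs, with a camera p-value of 0.0237 (adjusted 0.465 over 56 tests). Acp1 and mt:ND3, which the paper uses as non-specific transcripts, had log2 fold changes in legs of 0.73 (edgeR adjusted p 0.204) and 1.53 (edgeR adjusted p 0.306). With DESeq2 Acp1 passed the threshold, at 0.00234 (0.00234 to 0.359 over the alternatives run for every named gene, and 1 in the fit of all 3 tissues), as Tom5, Tom7 and Tctp did with log2 fold changes of 0.53 to 0.56, and mt:ND3 was at 0.0754 (0.0754 to 0.62, and 0.85 in the fit of all 3 tissues). With DESeq2 on genes with at least 1 count in every sample, chosen after seeing the values, mt:ND3 passed as well, at 0.04. In larvae the log2 fold change of mt:ND3 was 2.10 (edgeR adjusted p 0.453, range over its alternatives 0.00855 to 0.841, the lowest without TRAP replicate 1), with every TRAP sample above every control, and that of Acp1 was 3.96 (edgeR adjusted p 0.829, range 0.63 to 1, and 0.0542 in the fit of all 3 tissues) on at most 17 counts in a sample. No explanation was tested for these values.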
